# Cordycepin promotes apoptosis in renal carcinoma cells by activating the MKK7-JNK signaling pathway through inhibition of c-FLIP_L_ expression

**DOI:** 10.1371/journal.pone.0186489

**Published:** 2017-10-18

**Authors:** In-Hu Hwang, Seung Yoon Oh, Hyun-Jin Jang, Eunbi Jo, Jong Cheon Joo, Kyung-Bok Lee, Hwa-Seung Yoo, Mi Young Lee, Soo Jung Park, Ik-Soon Jang

## Abstract

Cellular FLICE inhibitory protein (c-FLIP) is a key anti-apoptotic regulator that associates with the signaling complex downstream of NF-κB, negatively interfering with apoptotic signaling. The role of c-FLIP downregulation by negative regulation of NF-κB signaling during apoptosis is poorly understood. Here, we demonstrate that NF-κB-mediated c-FLIP_L_ negatively regulates the JNK signaling pathway, and that cordycepin treatment of human renal cancer cells leads to apoptosis induction through c-FLIP_L_ inhibition. TNF-α-induced inflammatory microenvironments stimulated NF-κB signaling and the c-FLIP long form (c-FLIP_L_) in TK-10 cells. Specifically, cordycepin inhibited TNF-α-mediated NF-κB activation, which induced renal cancer cell apoptosis. Cordycepin downregulated GADD45B and c-FLIP_L_, but upregulated MKK7 and phospho-JNK, by preventing nuclear mobilization of NF-κB. Furthermore, siRNA-mediated knockdown of GADD45B in cordycepin-treated TK-10 cells considerably increased MKK7 compared to cordycepin alone. siRNA-mediated knockdown of c-FLIP_L_ prevented TNF-α-induced JNK inactivation, whereas c-FLIP_L_ overexpression inhibited cordycepin-mediated JNK activation. The JNK inhibitor SP600125 strongly inhibited Bax expression. In nude mice, cordycepin significantly decreased tumor volume. Taken together, the results indicate that cordycepin inhibits TNF-α-mediated NF-κB/GADD45B signaling, which activates the MKK7-JNK signaling pathway through inhibition of c-FLIP_L_ expression, thus inducing TK-10 cell apoptosis.

## Introduction

c-FLIP, a master anti-apoptotic mediator that acts via preventing the activation of caspase-8/-10 homologue [1], is involved in TRAIL, Fas, TNF-α, and chemotherapeutic drug resistance in various human cancers [2]. c-FLIP has 13 splice variants, three of which are expressed as proteins: c-FLIP_L_ (55 kDa, long form), c-FLIP_S_ (26 kDa, short form), and c-FLIP_R_ (24-kDa form) [1]. These proteins affect other cellular functions, including increasing cell growth rate and decreasing cell differentiation [2,3]. *Cordyceps militaris* is known to possess remarkable immunostimulating, anti-inflammatory, antimicrobial, and tumoricidal activities, with the primary pharmacological activity varying according to the extract ingredients [4,5,6]. Cordycepin potently suppresses NO production in lipopolysaccharide (LPS)-stimulated RAW 264.7 murine macrophages in an adenosine receptor-independent manner [7] and inhibits LPS-induced inflammation by suppressing NF-κB via Akt and p38 inhibition [8]. Growth arrest and DNA damage-inducible beta (GADD45B) mediates the suppression of Jun N-terminal kinase (JNK) signaling by NF-κB, by targeting mitogen-activated protein kinase kinase 7 (MKK7)/JNK kinase 2 (JNKK2) [9]. NF-κB acts as a tumor promoter in inflammation-associated cancers [10]. The pro-apoptotic JNK is the downstream component of major mitogen-activated protein kinase (MAPK) cascades, including the extracellular signal-regulated kinase 1 and 2 (ERK 1 and 2) and p38 cascades. ERK activation is linked with cell growth and survival [11,12]. JNK and p38 MAPK family members function in a cell-type- and context-specific manner to integrate signals that affect proliferation, differentiation, survival, and migration [13,14]. NF-κB exerts its anti-apoptotic activity partly by downregulating JNK activation [15]. GADD45B, a pivotal survival factor downstream of NF-κB, is involved in the crosstalk between NF-κB and JNK and modulates JNK activation by binding to and inhibiting the JNK kinase, MKK7 [16,17].

In this study, TNF-α-mediated simulation of *in vitro* proinflammatory microenvironment was carried out, which increased activation of the transcription factor NF-κB. We investigated the functional mechanisms underlying the NF-κB-mediated c-FLIP_L_ negative regulation of the JNK signaling pathway. The results indicated that cordycepin prevents constitutive NF-κB signaling, resulting in the stimulation of the MKK7-JNK signaling pathway through inhibition of c-FLIP_L_ expression and the consequent activation of the Bax/caspase-3/PARP-mediated pathway, thus triggering cancer cell death.

## Materials and methods

### Reagents and chemicals

Dulbecco’s modified Eagle’s medium (DMEM), cordycepin (3′-deoxyadenosine, from *C*. *militaris*, C3394), TNF-α (T0157), N_ω_-nitro-l-arginine methyl ester (L-NAME) hydrochloride (CAS 51298-62-5, N5751), and pyrrolidine dithiocarbamate (PDTC, P8765, CAS 5108-96-3) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Fetal bovine serum (FBS), penicillin-streptomycin (10,000 U/ml), and phosphate-buffered saline (PBS) were obtained from Thermo Fisher Scientific (Paisley, Scotland, UK). Annexin-V-FLUOS staining kits were purchased from Roche Diagnostics GmbH (Mannheim, Germany) and Sigma Chemical Co. Bovine serum albumin (BSA) was obtained from Invitrogen Life Technologies (Carlsbad, CA, USA). Whole cell lysis buffer was purchased from Intron Biotechnology Inc. (Seoul, Korea). HilyMax transfection reagent and Cell Counting Kit-8 were purchased from Dojindo Laboratories (Kumamoto, Japan). Dual-Luciferase^®^ reporter assay kit was from Promega (Madison, WI, USA). Antibodies against NF-κB, IκB, GADD45B, MKK7, p-JNK, caspase-3, and β-actin were purchased from Cell Signaling Technology Inc. (Beverly, MA, USA). The JNK inhibitor SP600125 and antibodies against JNK, PARP-1, c-FLIP_L_ (SC-8346), and Bax were purchased from Santa Cruz Biotechnology Inc. (Dallas, TX, USA).

### Cell lines and cell viability assay

Human renal carcinoma cell lines (TK-10 and UO-31) and normal HEK293 cells were obtained from the American Type Culture Collection (Rockville, MD, USA) and cultured in DMEM supplemented with 10% (v/v) FBS and 1% (w/v) penicillin-streptomycin at 37°C in 5% (v/v) CO_2_. Cells were seeded in a 96-well plate (5 × 10^3^ cells/well), incubated for 24 h, and then treated with various concentrations of cordycepin (20, 40, 60, and 80 μg/ml) for 24, 48 and 72 h. A cell viability assay was performed as previously described [18]. Briefly, post treatment, 10 μl of CCK-8 solution was added to each well and the plate was incubated for 1 h at 36°C. Cell viability was determined by measuring the absorbance at 450 nm using a microplate reader (Sunrise^™^, Tecan, Switzerland).

### Cell cycle analysis

To study the apoptotic effect of cordycepin, we analyzed the PI-Annexin-V staining pattern by using the Annexin-V-FLUOS staining kit (Roche Diagnostics). Briefly, cells were treated with cordycepin (20, 40, 60, and 80 μg/ml) for 48 h, collected by scraping, and then washed twice with PBS. The cell suspension was centrifuged at 2,000 rpm for 2 min and incubated with 0.2 mg/ml Annexin-V FLUOS and 1.4 mg/ml PI for 15 min at room temperature. Then, the cells were analyzed on a NucleoCounter^®^ NC-3000^™^ image cytometer (ChemoMetec, Copenhagen, Denmark) using an excitation wavelength of 488 nm, with a 530/30 nm band-pass filter and a 670 nm high-pass filter for detecting Annexin-V and PI, respectively.

### Microarray analysis

The TwinChip^™^ Human-44K microarray (Genocheck, Seoul, Korea) was used for transcript profiling of cordycepin-treated renal cancer cells. Total RNA was extracted from TK-10 cells treated with vehicle or 60 μg/ml cordycepin for 48 h. Genes were considered to be differentially expressed when the global M value, log_2_ (R/G fluorescence), exceeded 1.0 (2-fold change) with a *p*-value < 0.05, after “significance analysis of microarrays.” To analyze the biological significance of the changes, we categorized the microarray data into specific gene groups. The microarray data have been submitted to the Gene Expression Omnibus database (GEO accession numbers: GSE81728)

### Ontology-related network analysis

To study the biological functions of the differentially regulated genes according to ontology-related interaction networks, we conducted a network analysis by using the ingenuity pathway analysis (IPA, http://www.ingenuity.com) tool. Network generation was optimized from the inputted expression profile when possible and was aimed at producing highly connected networks.

### Measurement of NO in TNF-α-stimulated TK-10 cells

The total NO level in cordycepin-treated cells was measured using a modified Griess reaction assay [19]. The NO concentration was estimated indirectly by measuring the concentration of the NO transformation byproduct, nitrite (NO_2_^−^), in living cells. For the measurement of NO/NO_2_^−^, cordycepin-treated TK-10 cells in culture medium were seeded into each well (1 × 10^3^ cells/well) of a 96-well microplate and cultured for 6 h. Aliquots of TNF-α-pretreated TK-10 cells were transferred to the microplate wells in triplicate. After the addition of 50 μl of N1 buffer (1% sulfanilamide in 0.4 N HCl), the pre-reaction was induced for 10 min at room temperature. The final reaction to determine NO_2_^−^ was started by adding 50 μl of N2 buffer (0.1% *N*-(1-naphthyl) ethylenediamine in 0.4 N HCl). After incubating the plate for 10 min at room temperature, differential absorption at 520 and 560 nm was measured using a plate reader. NO_2_^−^ was quantified by comparing the experimental results with those obtained with a standard solution of NaNO_2_. To eliminate the bleaching effect of NADPH, the cell extract was preheated at 30°C for 5 min.

### Luciferase reporter assay

For the NF-κB luciferase assay, TK-10 cells were transfected using the HilyMax reagent according to manufacturer’s instructions. Cells were seeded in a 24-well plate, cultured in DMEM for 18 h prior to transfection, transiently transfected with 3x-κB (NF-κB-Luc plasmid) for 4 h, and incubated overnight. Then, the cells were treated with cordycepin (40, 60, or 80 μg/ml) for 24 h, lysed, and assayed for NF-κB reporter activity using the Dual-Luciferase^®^ kit. Luciferase activity was determined by measuring the luminescence levels of both firefly and Renilla luciferase with a luminometer (Promega). The promoter activity was corrected for transfection efficiency by normalizing to β-galactosidase expression.

### Immunofluorescence microscopy

TK-10 cells were seeded on a coverslip in a 12-well plate (4 × 10^4^ cells/well) and pretreated with cordycepin (60 μg/ml) for 48 h. The cells were incubated overnight with mouse anti-NF-κB p65 IgG1 as a primary antibody (diluted to 1:100 in 3% (w/v) BSA) at 4°C, followed by a 1-h incubation in the dark with fluorescein isothiocyanate-anti-mouse antibody (diluted to 1:200 in 3% (w/v) BSA) as the secondary antibody. The coverslips were washed with PBS and mounted with mounting solution for observation. Images were acquired using an LSM 710 laser-scanning confocal microscope (Carl Zeiss, Jena, Germany) equipped with a C-Apochromat 40×/1.2 water immersion lens (488 nm Ar laser/505–550 nm detection range) and analyzed using the ZEN 2009 Light Edition software (Carl Zeiss).

### Gene knockdown

The c-FLIP_L_ plasmid construct, pGL3-FLIP1500 (Addgene plasmid #16016), was a gift from Wafik El-Deiry [20]. siRNAs for GADD45B, MKK7, and c-FLIP_L_ with the sequences, 5′-CGU UCU GCU GCG ACA AUG A-3′, 5′-GCA UUG AGA UUG ACC AGA A-3′, and 5′-AAC ATC CAC AGA ATA GAC CTG CCT GTC TC-3′, respectively, were purchased from ST Pharm (Seoul, Korea). TK-10 cells were seeded in 6-well plates (2 × 10^5^ cells/well). After incubation, the cells were supplied with growth medium containing 10% FBS and harvested 48 h later for siRNA transfection, using Lipofectamine^®^ RNAiMAX reagent (Invitrogen, Carlsbad, CA, USA) per the manufacturer’s instructions. Then, the cells were treated with cordycepin (60 μg/ml) for 48 h.

### Western blot analysis

The expression of apoptosis-related signaling proteins in whole lysate or cytosolic and nuclear fractions from cordycepin-treated cells was examined by western blotting, as described previously [21]. In brief, denatured protein (30 μg) was separated on a 12% polyacrylamide gel and transferred onto a nitrocellulose membrane. The blotted membrane was blocked for 1 h with 5% (w/v) skimmed milk in TTBS (Tween-20 and Tris-buffered saline (TBS)). The membrane was incubated at room temperature for 2 h or overnight with primary antibodies against the following antigens (at the indicated dilutions): NF-κB (1:1000), IκB (1:1000), GADD45B (1:500), JNK (1:200), p-JNK (1:200), MKK7 (1:500), caspase-3 (1:500), Bax (1:1000), PARP (1:1000), c-FLIP_L_ (1:200), and β-actin (1:2000). The membrane was washed with TTBS thrice for 5 min each time and incubated with horseradish-peroxidase (HRP)-conjugated goat anti-mouse IgG or HRP-conjugated rabbit anti-goat IgG (1:2000 dilution in TBS containing 5% (w/v) skimmed milk) at room temperature for 1 h. The bands were visualized on a ChemiDoc^™^ MP system (Bio-Rad, Hercules, CA, USA) using an enhanced chemiluminescence system (Thermo Scientific, San Jose, CA, USA), and densitometric measurements were conducted using the ImageJ software (National Institutes of Health, Bethesda, Maryland, USA).

### Wound-healing assay

Both control and cordycepin-treated cells were subjected to a wound-healing assay to study the effect of cordycepin. Cell monolayers in 24-well plates were scraped in a straight line with a p200 pipette tip to create a wound and then treated with cordycepin (60 μg/ml) for 48 hr. Cell migration was analyzed using the TissueFAXS system (TissueGontics, Vienna, Austria) and area, number, and grade were quantified using the HistoQuest software (TissueGnostics).

### Tumor xenograft experiment

For tumor xenograft experiments, 5-week-old male nude mice (nu/nu BALB/c) were purchased from SLC, Inc. (Hamamatsu, Japan). There were 6–8 PBS-treated control, and 6–8 20 mg/kg cordycepin treated mice used in each experimental group. Mice were housed (3–4/cage) with food and water available *ad libitum*. The protocol was adapted from studies in our and other laboratories [22]. Mice were injected subcutaneously into the hind limb with TK-10 cells (1 × 10^6^ cells/ml) suspended in DMEM for 5 day and check the volumes of tumor size. Tumors were calculated by three-dimensional ultrasonography (Philips IU22 Ultrasound, KPI Ultrsound Inc., Yorba Linda, CA, USA) every 2 days. When tumors reached a mean size of 0.2–0.3 cm3, the animals were divided into groups with comparable tumor size and treated as described in the text and figures. To determine the cordycepin effects, the mice were then treated with PBS (n = 6) or 20 mg/kg cordycepin (n = 6) once daily for 20 days and maintained in Association for Assessment and Accreditation of Laboratory Animal Care-approved barrier facilities on a 12-h light-dark cycle, with *ad libitum* access to food and water. Mice should be euthanized, when the volume of the tumor reaches 1/5 of the total volume of the body. However, the tumor volume did not reach the threshold, so we did not sacrificed mice until the completion of our study. Mice should be euthanized when their weight reaches a third of their average weight, but no animal was sacrificed due to this criteria during our study. The mice were sacrificed with isoflurane at 21 days post injection. The tumors were collected and fixed with 4% paraformaldehyde in PBS. The animal study was conducted in accordance with ethical guidelines and reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of the Korea Basic Science Institute (KBSI, KBSI-ACE-022-2015).

### Immunohistochemistry

Five-millimeter-thick sections were cut across the dorsoventral diameter of the tumors, fixed in ice-cold 10% paraformalin overnight, and embedded in paraffin. Serial sections (4 μm thick) were cut and processed for immunohistological staining. The slides were quenched in 3% hydrogen peroxide to block endogenous peroxidase activity, washed in TBS (0.05 M, pH 7.6), and blocked with 3% BSA in PBS for 1 h at room temperature. The slides were incubated overnight at 4°C with primary antibodies (diluted in serum-free protein-blocking buffer) directed against the following antigens (at the indicated dilutions): MKK7 (1:500; Dako, Glostrup, Denmark), c-FLIP_L_ (1:200; Santa Cruz Biotechnology Inc.), and JNK (1:200, Santa Cruz Biotechnology Inc.). A labeled streptavidin-biotin kit (Dako) was used for the avidin-biotin-peroxidase complex method, and the slides were counterstained with hematoxylin. Finally, the slides were dehydrated in an ethanol series, rinsed with xylene, and mounted with Permount.

### Statistical analysis

Student’s *t*-test was used to assess differences between control and cordycepin-treated groups, using the GraphPad Prism software (GraphPad, San Diego, CA, USA). *p* < 0.05 was considered statistically significant.

## Results

### Cordycepin induces apoptotic changes in renal cancer cells

The effects of cordycepin on cancer cell proliferation were investigated by treating TK-10, UO-31 and HEK293 cells with various concentrations of cordycepin (0, 20, 40, 60, and 80 μg/ml) for 24, 48, 72 h. Cordycepin dose-dependently inhibited TK-10 and UO-31 cell growth during the 48-h incubation period, whereas the effects of cordycepin on viability were increased in 72 hr treatment in the UO-31 cell viability. (Fig 1A). Therefore, the apoptotic effect of cordycepin was determined to be 60 μg/ml for 48 h (Fig 1A). Apparently, Cordycepin 0, 20, 40, 60, and 80 μg/ml had no effect on proliferation of HEK293.

**Fig 1:**
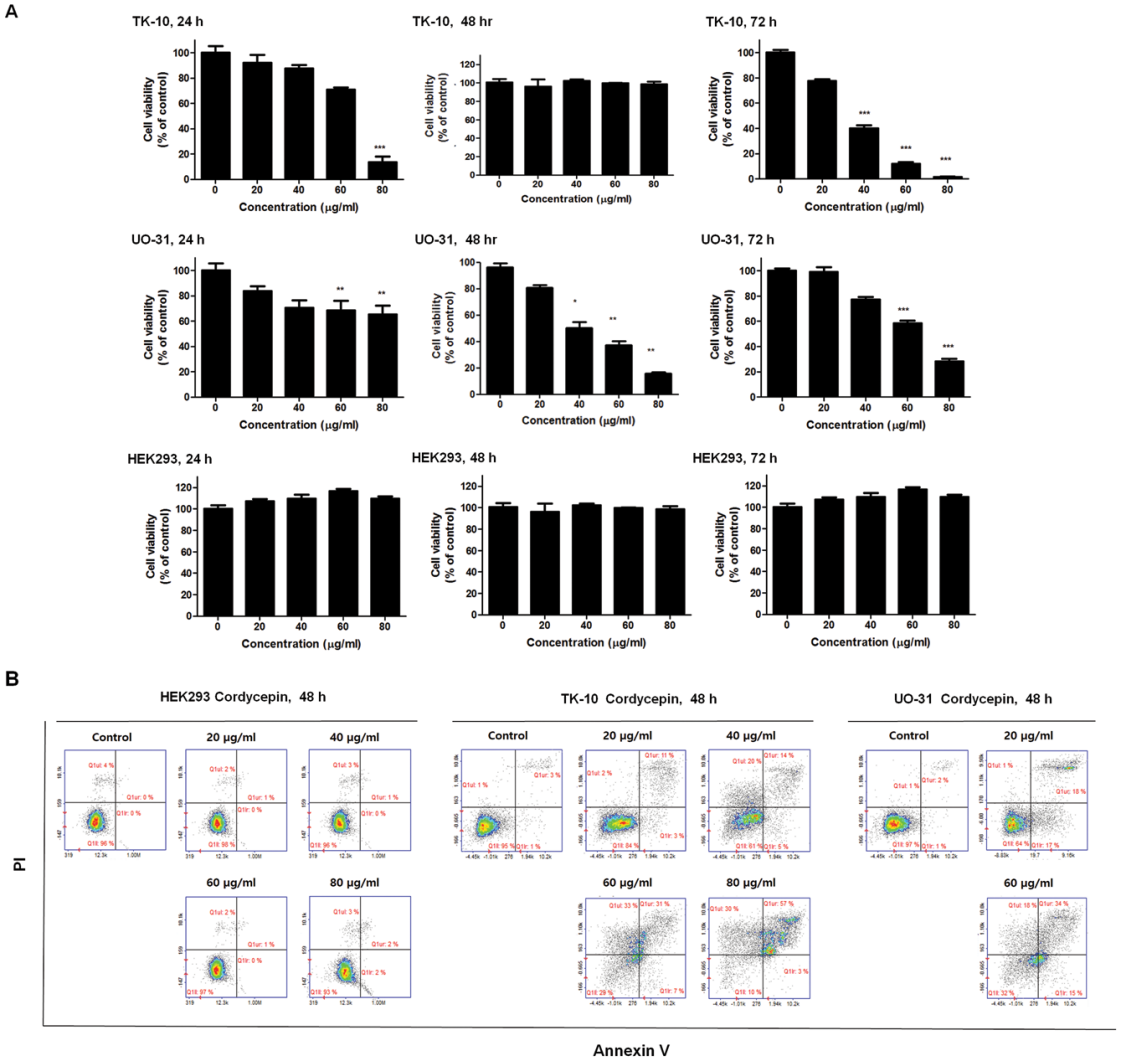
Cordycepin induces apoptosis in renal cancer cells. (A) Inhibition of renal cancer cell growth by cordycepin. TK-10 and UO-31 cancer cells were treated with the indicated concentrations of cordycepin for 24, 48 and 72 h. HEK293, Human embryonic kidney cell line was used as normal cells. Data are presented as the mean ± standard deviation (SD) from triplicate experiments. *p < 0.05 and ** *p* < 0.01 vs. untreated control (B) Flow-cytometric analysis of TK-10, UO-31 and HEK293 cells post cordycepin treatment stained with PI and Annexin-V. The data are representative of three independent experiments.

The apoptotic effect of cordycepin was analyzed by flow cytometry using Annexin V- and PI-stained TK-10 and UO-31 cells after 48-h treatment with cordycepin (20, 40, 60, and 80 μg/ml). While 20 μg/ml cordycepin caused no drastic change in the Annexin V-stained viable fraction of TK-10 cells (95% to 84%), 40 μg/ml cordycepin shifted the cells to the late apoptotic stage (3% to 14%). Similarly, treatment with 40 μg/ml cordycepin shifted UO-31 cells to the late apoptotic stage (2% to 18%). There was a marked shift from the normal to the late apoptotic stage in TK-10 (3% to 31%) and UO-31 (2% to 34%) cells upon treatment with 60 μg/ml of cordycepin, with a reduction in the viable fraction from 95% to 29% (TK-10) and 97% to 32% (UO-31) (Fig 1B). In contrast apoptotic change of HEK293 was not observed (0% to 2.00%). Thus, treatment with 60 μg/ml of cordycepin induced renal cancer cell apoptosis.

### Effects of cordycepin on gene expression

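The microarray data comprised 3 arrays of TK-10 cells, a human renal cell carcinoma line, with 1 array per condition and no replicates. RNA had been taken after 48 h of treatment. The labels of the vehicle array give 0.1% DMSO. For the treated cells, the paper gives cordycepin, an adenosine analogue made by Cordyceps fungi, at 60 μg/ml, whereas the labels of the array give cordyceps at 750 μg/ml. The array is called the cordycepin array here, after the paper, and the files do not settle which agent and dose were used. The remaining array was of cells treated with 10 μM sunitinib, a receptor tyrosine kinase inhibitor, which the paper does not describe. The methods name a TwinChip human array and a log2 ratio of red over green fluorescence. The files instead hold Cy3 signals of single-colour Agilent arrays with 62976 spots each, so each ratio given here compares 2 arrays. All 3 arrays lay on 1 slide and were read in 1 scan, so slide and scan did not separate the conditions.

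The authors' software, Agilent Feature Extraction 11.5.1.1, had subtracted the background from each spot, and the processed signals were on a linear scale and were not scaled between arrays. Of the 58201 probes that are not controls, 57901 were printed once and 300 in 10 spots each, and repeated spots were averaged. Spots that the software marked as outliers were left out, which removed 103 on the vehicle array, 121 on the cordycepin array and 63 on the sunitinib array. No spot was saturated. The log2 signal was taken relative to the 75th percentile of the same array, which was a processed signal of 165 on the vehicle array, 138 on the cordycepin array and 78.2 on the sunitinib array. Accessions in the files were matched to gene symbols through a RefSeq table of GRCh38.p14, which named 31104 of the 58201 probes (53.4%) and 22439 genes. The 6754 genes with several probes were represented by the probe with the highest mean signal over the 2 arrays compared.

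A gene was compared when its probe was well above background, by Agilent's own criterion, on at least 1 of the 2 arrays. Where the other array was not well above background, a signal below the lowest among probes well above background there was raised to it, and the ratio is a bound, given as "at least". The number of arrays limits the precision. With 1 array per condition, no test across arrays could be made and no p-value is given, so a difference between conditions has no replicate check.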

To identify the genes involved in the antitumor activity of cordycepin, microarray analysis of cordycepin-treated (60 μg/ml) TK-10 cells was conducted. 

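The count of expressed genes depended on the criterion and on whether probes or genes were counted. Of the 58201 probes, 21987 (37.8%) were well above background on the cordycepin array, against 26496 (45.5%) on the vehicle array and 22277 (38.3%) on the sunitinib array. Among genes with a symbol, 13158 had a probe well above background on the cordycepin array, against 14685 on the vehicle array and 13264 on the sunitinib array. The lowest signal called well above background was higher on the cordycepin array, at 30.2, than on the vehicle array (18.2) and the sunitinib array (18.3). A looser criterion, a signal positive and significant against background, gave 16031 genes on the cordycepin array, 17788 on the vehicle array and 17050 on the sunitinib array. A processed signal over 64 gave 11931, 12436 and 10503 genes, respectively. Of the 308 negative control spots on each array, which match no human transcript, 6 were well above background on the cordycepin array, 5 on the vehicle array and 2 on the sunitinib array.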

Among the 63,242 unique genes assayed, 28,858 genes were expressed in cordycepin-treated cells. Among these 28,858 genes, cordycepin treatment upregulated and downregulated 1,461 and 942 genes, respectively, in comparison to the levels observed in the untreated control, at 48 h. 

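Of the 14790 genes compared between the cordycepin and vehicle arrays, 438 (3.0%) were more than 2-fold higher and 406 (2.7%) more than 2-fold lower on the cordycepin array. The ratio is a bound for 117 of the higher and 99 of the lower genes, because the dimmer array was not well above background. The floors were unequal, at 30.2 against a 75th percentile of 138 on the cordycepin array and 18.2 against 165 on the vehicle array. A gene detected only on the cordycepin array, with its vehicle signal raised to the floor, was thus put close to 2-fold higher by construction. The higher bounds are therefore weak evidence of a change. Without bounds, 321 higher and 307 lower genes remained. More than 4-fold differences were found for 131 higher and 36 lower genes. The counts moved most when no filter and no floor were applied to dim probes, which gave 1623 higher and 970 lower genes. They also depended on how the arrays were scaled. Higher genes made up 51.9% of the changed genes with the 75th percentile, 77.1% (742 higher and 221 lower) with each array scaled to its median, and 24.5% (270 higher and 831 lower) with the authors' series matrix values, which are not scaled between arrays.

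A bright streak ran across the cordycepin array near its left edge. Within it, the median over windows of 7 by 7 spots reached a log2 signal 7.02 above that of the brighter of the other 2 arrays. The 213 gene spots at the center of such windows had a median processed signal of 8528, against 12.6 for the other gene spots of that array and 23.8 for the same spots on the vehicle array. All 3 negative control spots among these centers were well above background. Counted with all spots of these windows, the streak covers 583 spots. Of the 438 higher genes, 88 had their probe there, as did 62 of the 71 genes that were more than 16-fold higher. With the spots of the streak left out, 388 genes were more than 2-fold higher and 363 more than 2-fold lower.

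Among genes measured on both arrays, PRAMEF5 had the highest log2 ratio, 13.06, from a processed signal of 583539 against 81.5. Its probe was not in the streak, but of the 48 spots around it, 3 were more than 16-fold brighter than on the brighter of the other 2 arrays. Another PRAMEF5 probe for the same accession was not well above background on any array. FUT8-AS1 (8.51), USF1 (8.47), PPTC7 (7.76) and HTATSF1P2 (7.62) followed, all measured by probes in the streak. A second PPTC7 probe outside the streak had a log2 ratio of 0.60. With the streak left out, the genes after PRAMEF5 were FAM110B (6.15), NGFR (4.27), LAMP3, which was 8.55-fold higher, and ALOX5AP (2.66), and around each of these 4, 0 of 48 spots were that bright. The lowest log2 ratios were those of SSPN (−4.47), NKAIN4 (−3.00), LPP-AS2 (−2.90), KCNJ16 (−2.46) and CDH6 (−2.38), none of which lay in the streak.

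**Figure D1:**
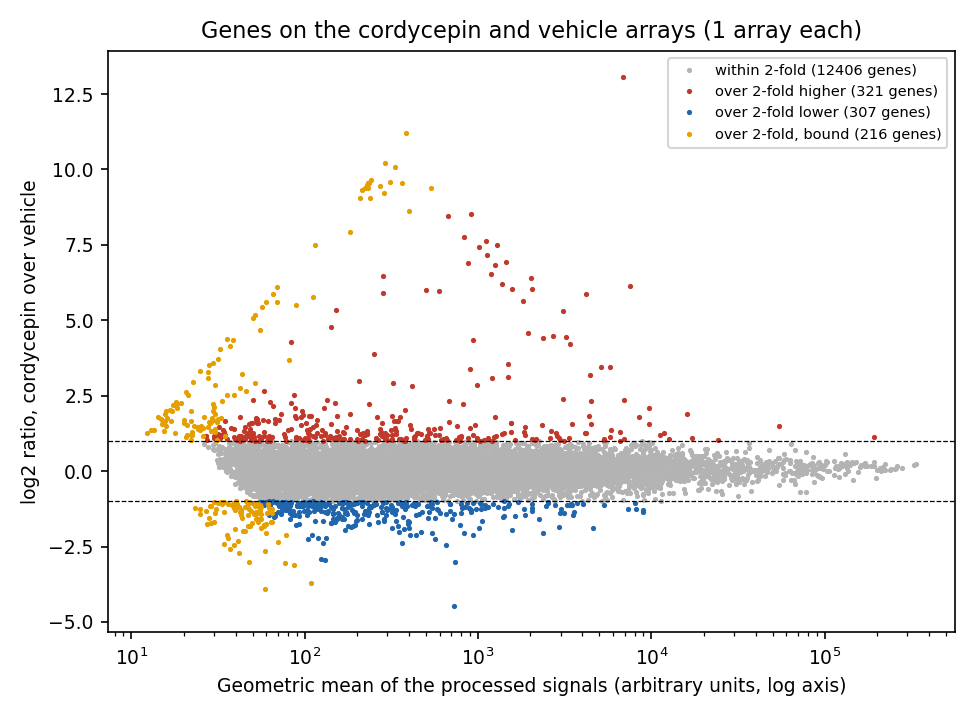
Log2 ratio of the cordycepin array over the vehicle array for genes compared, against the geometric mean of the 2 processed signals (log axis, arbitrary units). Red and blue points are genes more than 2-fold higher (321) or lower (307) and well above background on both arrays, orange points are the 216 genes more than 2-fold apart whose ratio is a bound, gray points are the 12406 genes within 2-fold and well above background on both arrays, and dashed lines mark 2-fold. Genes within 2-fold whose ratio is a bound are not drawn.

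**Figure D2:**
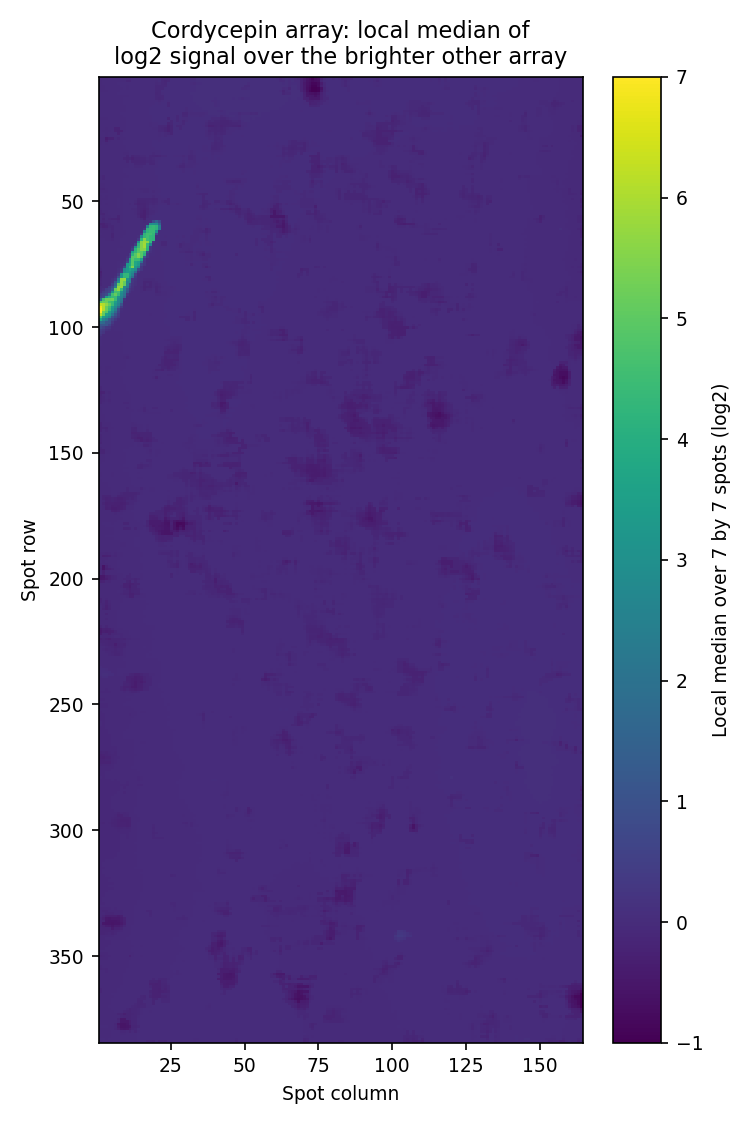
Map of the cordycepin array by spot row and column, showing the median over 7 by 7 spots of the log2 signal relative to the brighter of the other 2 arrays. The streak of high values lies between grid row 58 and grid row 99 and between column 1 and column 21.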

Genes that were up- or downregulated by more than 2-fold were handled as significant in data-mining categories.

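Without replicate arrays, a 2-fold change could be compared only with technical error. Over the 13034 genes well above background on both the cordycepin and vehicle arrays, the log2 ratio had an SD of 0.58, and the middle of the distribution ran from −0.25 to 0.27 (quartiles). The error that Feature Extraction reports for the signals gave a combined error of 0.21 on the log2 scale for the median gene. The 628 genes of this group that changed more than 2-fold all changed by more than the 95% limit of their combined error, taken as normal on the log2 scale, and 3823 genes (29.3%) exceeded that limit. Probes printed in 10 spots gave a smaller error. Their median SD between spots was 0.049 on the vehicle array (287 probes) and 0.056 on the cordycepin array (283 probes), or 0.07 for a ratio. When arrays with no change were simulated from the vehicle array and the reported errors, 2 to 12 of 15454 genes (median 6, over 20 sets) passed 2-fold. None of these errors includes the difference between separate cultures, RNA preparations or hybridizations.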

Biologically relevant features were constructed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) tools (http://david.abcc.ncifcrf.gov/). Lists of 2-fold upregulated and downregulated genes in cordycepin-treated renal cancer cells were uploaded to DAVID for gene ontology analysis (Fig 2A). 

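The classes assigned by DAVID were not rebuilt. Instead, gene lists written by hand were counted on the same arrays, and the median log2 ratio of a list was set beside those of 10000 random lists of equal size matched on signal. Of 41 cytokine and chemokine names, 27 genes could be compared between the cordycepin and vehicle arrays, of which 2 were more than 2-fold higher and 6 more than 2-fold lower. Their median log2 ratio was −0.05, at percentile 11.6 of the random lists, and 14 genes of the list are also in other lists. Among the measured genes, IL1B was the highest (1.04) and CXCL6 the lowest (−1.60). The list fell below the central 95% of random lists with the arrays scaled to the median (percentile 0.5), with quantile normalization (1.1) and with the mean of each gene's probes (0.8). It stayed inside with normexp (9.2), the series matrix values (11.9) and a signal well above background required on both arrays (31.8). Of 29 interferon response genes, 1 was more than 2-fold higher and 2 more than 2-fold lower, with a median of 0.09 at percentile 90.9. Here IFIT3 was the highest (1.01) and BST2 the lowest (−1.17).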

Upregulated genes included those involved in signal transduction, apoptosis, immunity and defense, cell-surface receptor-mediated signaling, cell communication, oncogenesis, and cytokine- and chemokine-mediated signaling and immunity. Downregulated genes included those involved in glycoprotein biosynthesis, apoptosis, protein glycosylation, negative regulation of cell proliferation, and inorganic anion transport. 

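Among 65 genes of protein glycosylation that could be compared, none was more than 2-fold higher and 1, MAN1A1, was more than 2-fold lower on the cordycepin array, with a log2 ratio of −1.16. The highest was MGAT5 (0.94). The median of the list was 0.00, at percentile 40.9 of random lists matched on signal. Of 36 genes of inorganic anion transport, 0 were more than 2-fold higher and 3 more than 2-fold lower, and 6 of the 36 ratios are bounds. The median was −0.02, at percentile 24.6, with SLC20A1 highest (0.76) and CLCN4 lowest (−1.10). Both lists were written by hand and are not those of DAVID.

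**Figure D3:**
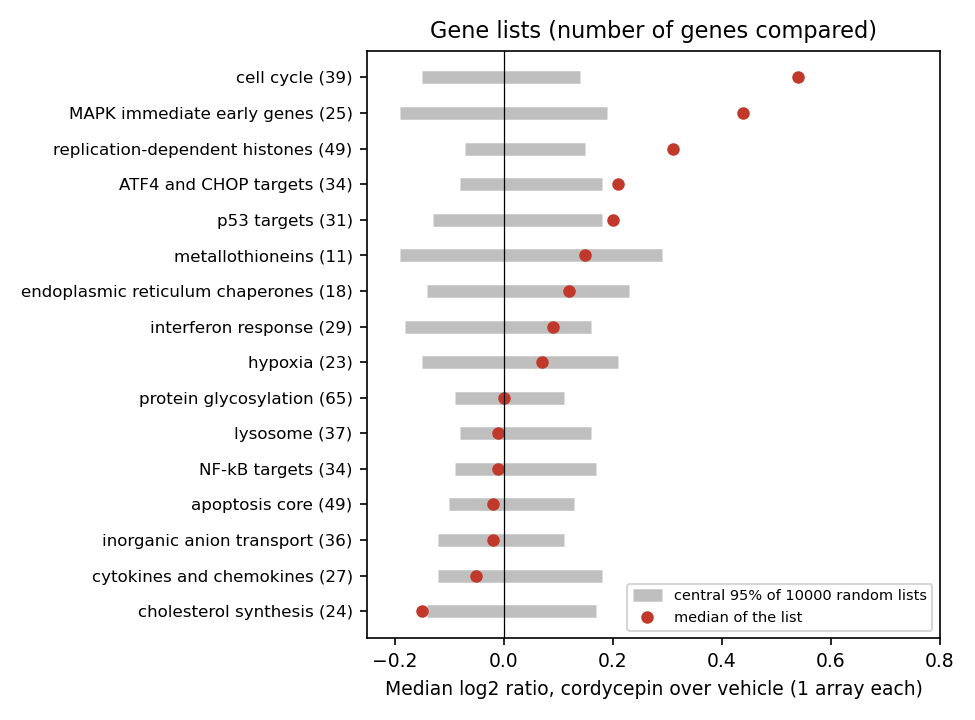
Median log2 ratio of the cordycepin array over the vehicle array for 16 gene lists (red points), with the number of genes compared in parentheses and the central 95% of 10000 random lists of the same size, matched on signal (gray bars). The medians of protein glycosylation and inorganic anion transport lie inside the gray bars. The highest median is that of the cell cycle list (0.54), and the lowest is that of cholesterol synthesis (−0.15). Scaling the arrays to the median moves the median of all genes by 0.18. Cholesterol synthesis is then 0.07, or −0.11 once that shift is taken off.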

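Genes of the core apoptosis machinery, in a list of 50 names written by hand and not taken from GeneCards, were for the most part within 2-fold between the cordycepin and vehicle arrays. Of the 49 genes compared, 1 was more than 2-fold higher and 2 more than 2-fold lower, 23 were higher and 25 lower by any amount, and 1 ratio is a bound. The median log2 ratio was −0.02, between −0.10 and 0.13, the range of the central 95% of random lists matched on signal. HRK was the highest (2.36) and TNFSF10 the lowest (−1.38). The list holds 3 of the genes in Fig 2C.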

The genes deregulated by cordycepin treatment were compared with potential apoptotic genes by identifying candidate genes using the GeneCards database (http://www.genecards.org/) (Fig 2B). The intersection obtained by hierarchical clustering is presented along with the gene lists in Fig 2C. 

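All 28 genes printed in Fig 2C had a probe for the accession given there, and 23 of them were well above background on the vehicle or the cordycepin array. S100A9, DHRS2, VIL1, VAV3 and APOH were well above background on neither. On the array ratio, 5 of the 28 genes were more than 2-fold higher in cordycepin-treated cells. These were NGFR (19.3-fold), HRK (5.14-fold), LCN2 (3.46-fold), GDF15 (2.17-fold) and UNC5B (2.09-fold). The vehicle signals of NGFR (20.6) and HRK (24.2) were close to the lowest signal called well above background on that array, and with normexp background correction their log2 ratios were smaller, at 2.45 and 1.03. GDF15 and UNC5B were no longer more than 2-fold higher with normexp or with the series matrix values, and GDF15 also not with quantile normalization. CHAC1 was more than 2-fold lower, with a log2 ratio of −1.09 and a combined error of 0.21, but not with the median scaling (−0.87) or the mean of its probes (−0.57).

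Below the 2-fold limit, CDKN1A (log2 ratio 0.92), IL1A (0.91), PPP1R15A (0.82) and TXNIP (0.41) were higher by more than the 95% limit of the combined error. The first 3 of these passed 2-fold when the arrays were scaled to the median. TXNIP passed its limit of 0.40 narrowly and lay within it with quantile normalization (0.19), normexp (0.28) and the series matrix values (0.16). IL6 (−0.65) and TNFRSF9 (−0.96) were lower by more than that limit. The ratios of NUPR1, TNFAIP3, TLR2, IFI6, DDIT3, ICAM1, BCL2A1 and FEM1B lay within it and ranged from −0.37 to 0.31. With other scalings, or none, NUPR1, TNFAIP3, IFI6, DDIT3, ICAM1 and FEM1B passed it in at least 1 case. CFLAR lay within its limit of 0.40 by its brightest probe (−0.02), but the probe of the accession in Fig 2C gave −0.52 and the mean of its probes −0.71. XDH was not well above background on the cordycepin array and, by its bound, at least 1.2-fold lower there. The bound is within technical error but leaves a larger change open. With no filter and no floor, XDH was more than 2-fold lower. FAIM2 was too dim for a ratio. None of the 28 genes lay in the bright streak of the cordycepin array.

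**Figure D4:**
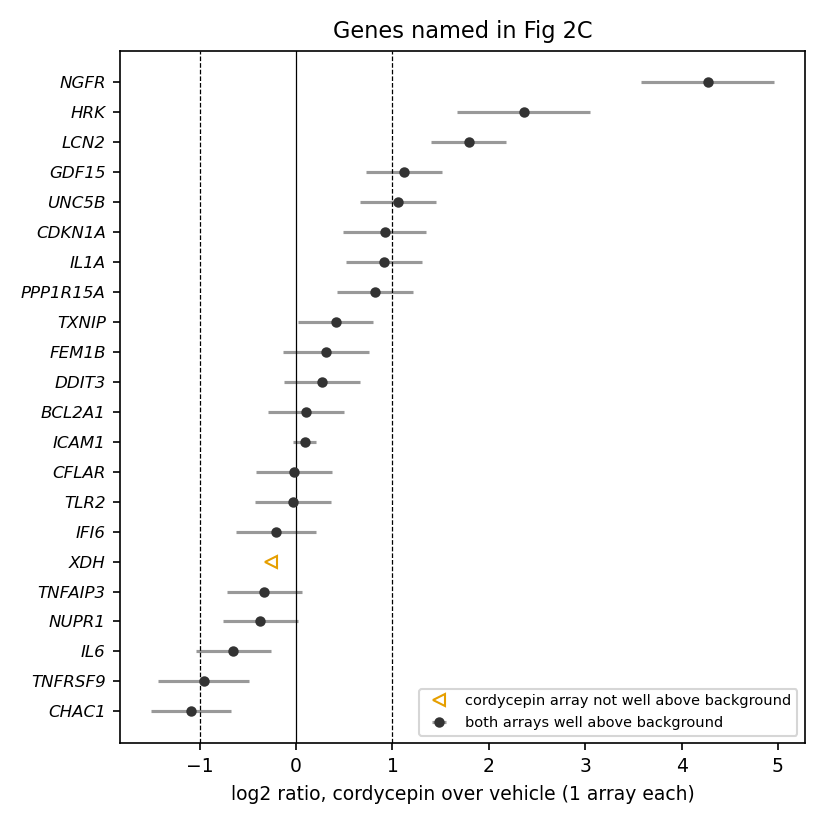
Log2 ratio of the cordycepin array over the vehicle array for the 22 genes of Fig 2C with a ratio (1 array each). Points are genes well above background on both arrays, with bars of the 95% limit of the combined error that Feature Extraction reports, which is technical error only; the triangle is a gene not well above background on the cordycepin array, and dashed lines mark 2-fold. NGFR, HRK, LCN2, GDF15 and UNC5B lie beyond 2-fold on the right and CHAC1 on the left.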

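Fig 2D colors 10 genes or gene groups, 9 in red and 1 in green. Of the 9 in red (IFI6, interferon beta, IL6, PPP1R15A, HRK, TNFAIP3, DDIT3, CFLAR and GDF15), 8 had a value on the arrays, and 2 of these, HRK and GDF15, were more than 2-fold higher on the cordycepin array. The other 6 were within 2-fold. Of the 8, 4 were higher and 4 lower by any amount, counting differences smaller than technical error, and IFI6 and CFLAR turned from lower to higher when the arrays were scaled to the median. The interferon beta gene, IFNB1, was well above background on no array. CFLAR was measured by 4 probes, with log2 ratios of −1.47, −0.84, −0.52 and −0.02, of which the last is the brightest and was used, and −0.52 is that of the accession in Fig 2C. TXNIP, the gene in green, was higher by less than 2-fold.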

The signaling network of cordycepin-responsive apoptotic genes is shown in Fig 2D.

**Fig 2:**
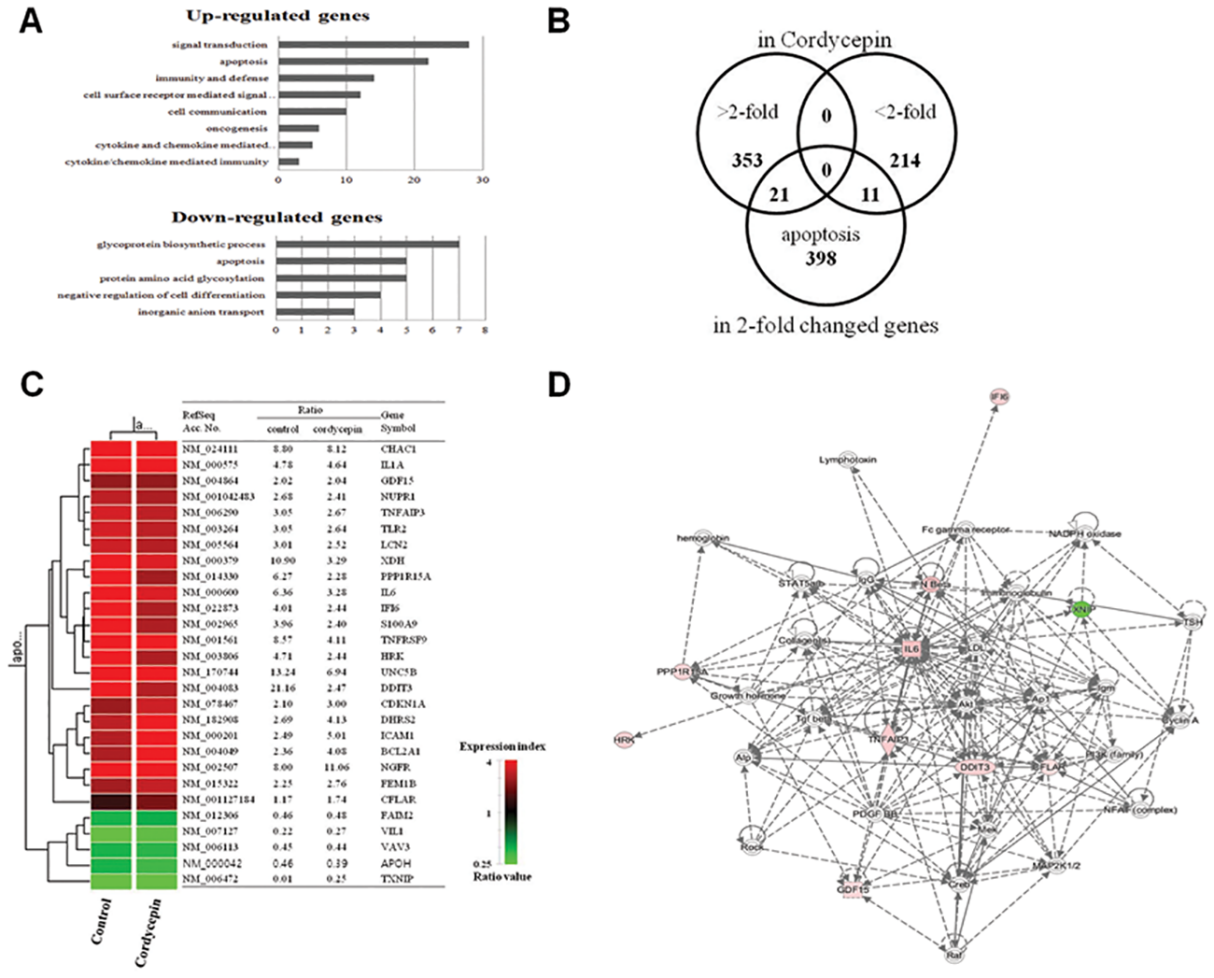
Cordycepin induces genes involved in inflammation and apoptosis. (A) Gene ontology analysis of genes differentially expressed in cordycepin-treated (60 μg/ml) TK-10 cells versus untreated cells. (B) Gene lists (>2-fold, <2-fold, and apoptosis-related genes) and Venn diagrams of the numbers of genes up- and downregulated in each experimental group. (C) Hierarchical clustering of apoptotic genes deregulated in response to cordycepin. (D) Signaling network of the apoptotic genes in response to cordycepin. Nodes colored using IPA are the genes in the apoptotic regulatory network in cordycepin-treated TK-10 cells (red: upregulated genes, green: downregulated genes).

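Of 34 NF-κB target genes in a list written by hand that could be compared between the cordycepin and vehicle arrays, 2 were more than 2-fold higher and 2 more than 2-fold lower, 15 were higher and 18 lower by any amount, and 2 ratios are bounds. The median log2 ratio of the list was −0.01, at percentile 18.4 of random lists matched on signal, and VCAM1 was the lowest (−1.47). In this list, 6 genes are also in Fig 2C and 17 in the other lists. From the genes changed more than 2-fold, their ontology classes and their overlap with apoptotic genes, the paper states that cordycepin induced genes of inflammation and apoptosis.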

### Cordycepin inhibits the activation and promoter activity of NF-κB

To investigate whether cordycepin inhibits NF-κB activation, western blotting was used to detect the expression of IκB, NF-κB, GADD45B, MKK7, Bax, caspase-3, and cleaved caspase-3 in TK-10 cells treated with 40 or 60 μg/ml of cordycepin. Cordycepin reduced IκB, NF-κB, GADD45B, and increased MKK7, Bax, and cleaved caspase-3 levels dose-dependently (Fig 3A). NF-κB is a transcription factor that plays a crucial role in cytokine- and TNF-α-induced gene activation during inflammatory events [23]. Incubation of TK-10 cells with NO donors inhibits TNF-α-induced NF-κB activation by inducing and stabilizing the NF-κB inhibitor, IκB. As constitutively produced NO levels in TK-10 cells were at the lower sensitivity limit of the assay, the cells were stimulated with TNF-α (20 ng/ml) for 24 h to induce NO production.

**Fig 3:**
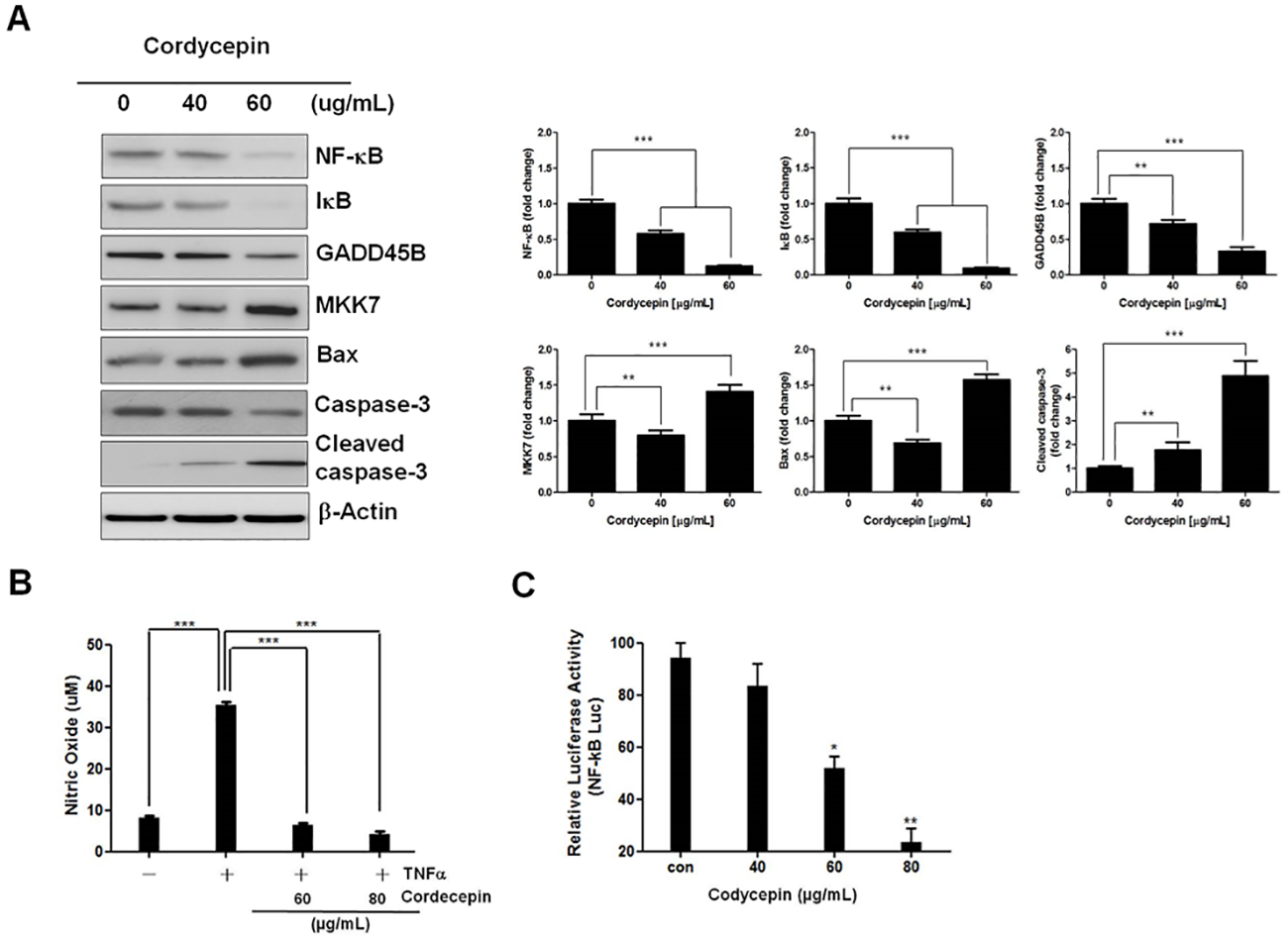
Cordycepin inhibits the IκB/NF-κB signaling pathway. (A) Effect of NF-κB on GADD45B and MKK7 expression in cordycepin-treated TK-10 cells. (B) Effect of cordycepin on NO production in TNF-α-stimulated TK-10 cells. Each column represents the mean ± SD of three independent experiments. (C) Estimation of NF-κB promoter activity in TK-10 cells by luciferase assay. Luciferase activity was determined by measuring the luminescence levels of both firefly and Renilla luciferase with a luminometer. **p < 0.01 and *** *p* < 0.001.

Cordycepin significantly decreased TNF-α-induced NO production in a dose-dependent manner (60–80 μg/ml cordycepin) (Fig 3B), suggesting that NF-κB activation is clearly inhibited by cordycepin. NF-κB promoter activity was measured by luminometry after a 4-h transfection of TK-10 cells with the 3x-κB plasmid. Cordycepin treatment (40, 60, and 80 μg/ml) significantly decreased NF-κB activity to 12%, 52%, and 76% of the control, respectively (Fig 3C), suggesting that it blocks the normal signal transduction to transcription factors such as NF-κB.

### Cordycepin inhibits activation of the NO-mediated NF-κB signaling pathway

The NO level in supernatants of cordycepin-treated TK-10 cells was estimated to determine whether cordycepin exerts apoptotic activity by inhibiting NO (Fig 4A). Treatment of the TK-10 cells with L-NAME (500 μM), a well-known NO synthase inhibitor, for 24 h resulted in decreased NO production, as compared to that observed in untreated control cells. When L-NAME-treated cells were further treated with TNF-α (20 ng/ml) for 24 h, the L-NAME-induced inhibition of NO production was blocked by TNF-α, which also increased the NO production in comparison to that observed in untreated control cells. These results indicated that endogenous NO plays a pivotal role in TK-10 cell proliferation.

**Fig 4:**
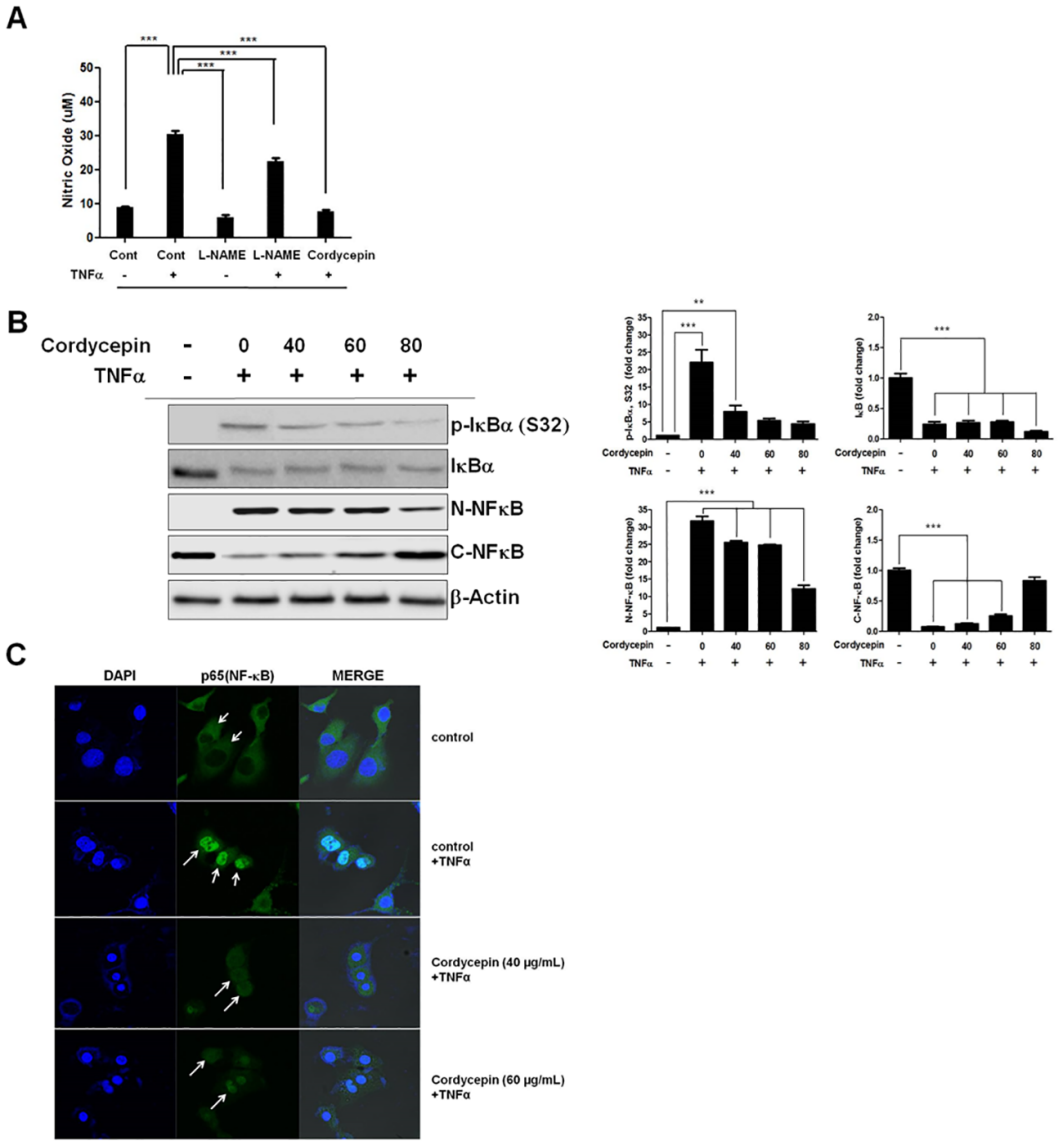
Cordycepin activates the NF-κB pathway in TNF-α-stimulated TK-10 cells. (A) Inhibition of TNF-α-induced NO production by cordycepin. (B) Effect of cordycepin on IκB-α (S32) phosphorylation in TNF-α-treated TK-10 cells. The data represent the mean ± SE from three independent experiments. **p < 0.01 and *** *p* < 0.001 (C) Immunofluorescence micrographs of NF-κB (p65) translocation in TK-10 cells. White arrows indicate p65 retained in the cytoplasm. The data represent the mean ± SE from three independent experiments. **p < 0.01 and *** *p* < 0.001.

Next, we analyzed the effect of TNF-α on the cordycepin-induced inhibition of NO production by TK-10 cells treated with TNF-α for 24 h. Cordycepin (60 μg/m) treatment blocked the TNF-α stimulated NO production (Fig 4A). NF-κB is a critical transcription factor regulating inflammation-related gene expression in TNF-α-activated TK-10 cells. It is usually sequestered in the cytoplasm as an inactive precursor complex by its inhibitory protein, IκB. After stimulation, IκB is phosphorylated by IκB kinase, ubiquitinated, and rapidly degraded through proteasomes. This releases the p65 subunit of NF-κB, which translocates to the nucleus and activates numerous genes. We found that cordycepin significantly reduced IκB-α (S32) phosphorylation in TNF-α-treated TK-10 cells (Fig 4B), leading to p65 accumulation in the cytoplasm and reduced nuclear p65 levels (Fig 4C). These results indicated that cordycepin can at least attenuate NF-κB signaling in TNF-α treated-TK-10 cells, and thus inhibit the NO-mediated IκB/NF-κB inflammatory response.

### Cordycepin promotes MKK7-JNK signaling by suppressing NF-κB-induced c-FLIP_L_ expression

NF-κB is an important upstream mediator in the MKK7 signaling pathway. Therefore, we investigated whether cordycepin promotes MKK7 activation by suppressing NF-κB, and the effect of GADD45B on MKK7, in cordycepin-treated TK-10 cells. While cordycepin downregulated NF-κB and GADD45B, MKK7 expression was upregulated. siRNA-mediated knockdown of GADD45B clearly increased MKK7 expression as compared to cordycepin treatment alone, without affecting NF-κB expression (Fig 5A). These results indicated that cordycepin mediates the upregulation of MKK7 by inhibiting GADD45B expression. Moreover, GADD45B inhibits apoptosis by binding to MKK7, thus suppressing JNK signaling. Hence, we investigated whether GADD45B mediates an anti-apoptotic crosstalk between the NF-κB and JNK pathways (Fig 5B) by observing the effect of MKK7 on JNK in cordycepin-treated TK-10 cells. While cordycepin downregulated NF-κB and GADD45B, the expression of MKK7 and p-JNK was upregulated. Further, siRNA-mediated knockdown of MKK7 decreased p-JNK expression, without affecting NF-κB and GADD45B expression. These results indicated that cordycepin mediates the regulation of JNK by MKK7 via the IκB/NF-κB/GADD45B signaling pathway.

**Fig 5:**
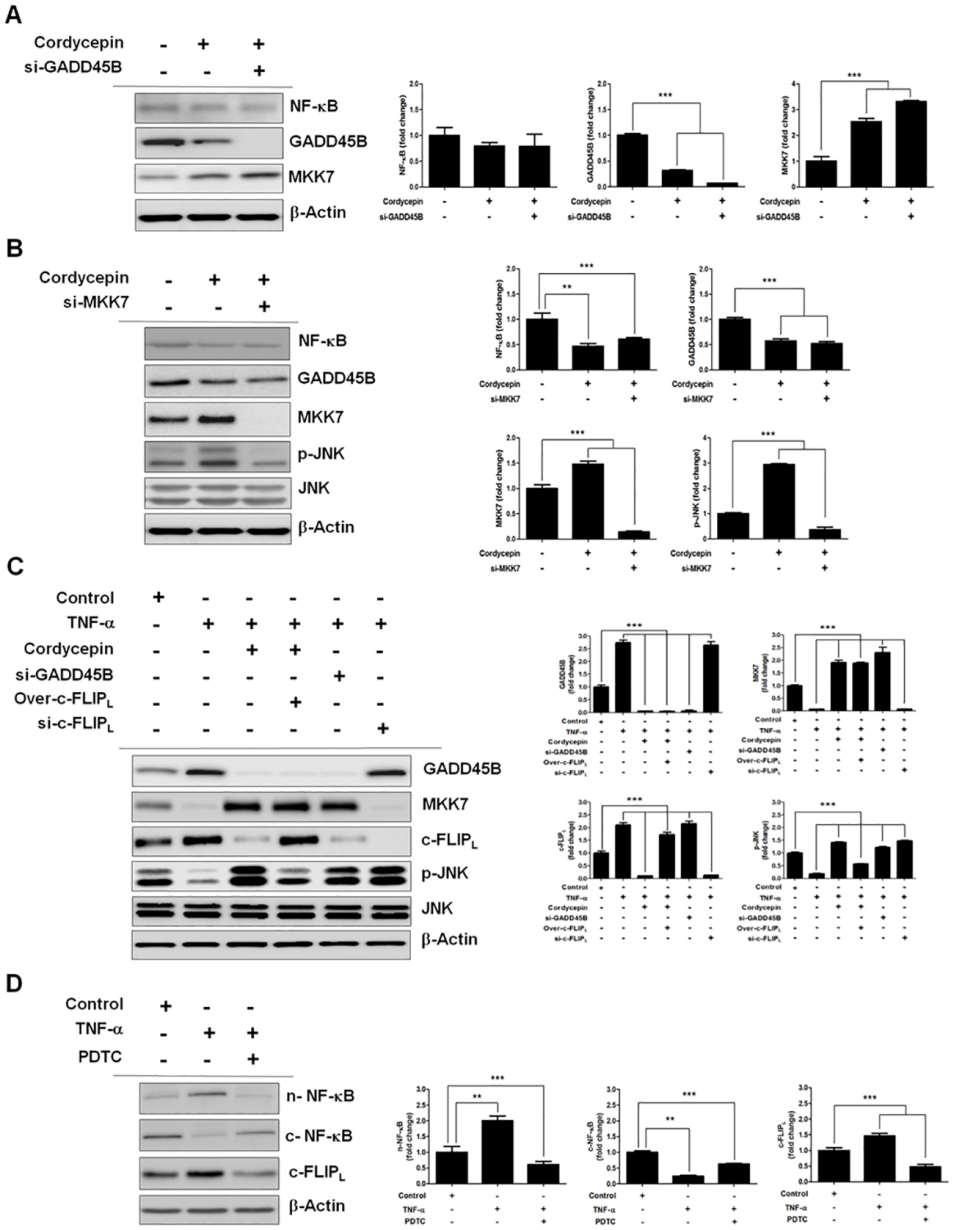
Cordycepin mediates the regulation of MKK7 by GADD45B via NF-κB suppression. (A) Effect of GADD45B on MKK7 expression in cordycepin-treated TK-10 cells. (B) Effect of MKK7 on JNK expression in cordycepin-treated TK-10 cells. (C) Effect of TNF-α-induced NF-κB on c-FLIP_L_ expression. (D) Effect of c-FLIP_L_ on JNK expression in cordycepin-treated TK-10 cells. The data represent the mean ± SE from three independent experiments. **p < 0.01 and *** *p* < 0.001.

Next, we analyzed the effect of NF-κB on c-FLIP_L_ expression in TK-10 cells treated with TNF-α for 24 h (Fig 5C). TNF-α promoted NF-κB translocation to the nucleus, which resulted in increased c-FLIP_L_ expression, whereas PDTC, a potent NF-κB inhibitor, inhibited nuclear translocation of NF-κB, resulting in the downregulation of c-FLIP_L_ expression. Additionally, we analyzed the effect of c-FLIP_L_ on JNK activation in the TNF-α-treated TK-10 cells. TNF-α increased c-FLIP_L_ expression, whereas cordycepin decreased TNF-α-induced c-FLIP_L_ expression. siRNA-mediated knockdown of c-FLIP_L_ prevented TNF-α-induced JNK inactivation, whereas c-FLIP_L_ overexpression inhibited cordycepin-mediated JNK activation without affecting GADD45B and MKK7 expression. Furthermore, siRNA-mediated inhibition of GADD45B upregulated JNK activation (p-JNK) without affecting c-FLIP_L_ expression (Fig 5D).

### Cordycepin enhances JNK-mediated Bax activation

There exists multilevel crosstalk between the pro-apoptotic JNK and pro-survival GADD45B pathways. Therefore, we examined Bax protein expression after cordycepin treatment to determine whether JNK-mediated regulation of Bax is related to NF-κB/GADD45B signaling. Western blotting was used to detect the expression of JNK, p-JNK, Bax, caspase-3, cleaved caspase-3, PARP-1, and cleaved PARP-1, and to determine the effects of the JNK-specific inhibitor, SP600125, on Bax, in TK-10 cells treated with 60 μg/ml cordycepin. While cordycepin was observed to upregulate the expression of p-JNK, Bax, cleaved caspase-3, and cleaved PARP-1, SP600125 downregulated their expression (Fig 6A). These results indicated that cordycepin induces JNK/Bax signaling-mediated apoptosis by inhibiting the NF-κB/GADD45B signaling pathway.

**Fig 6:**
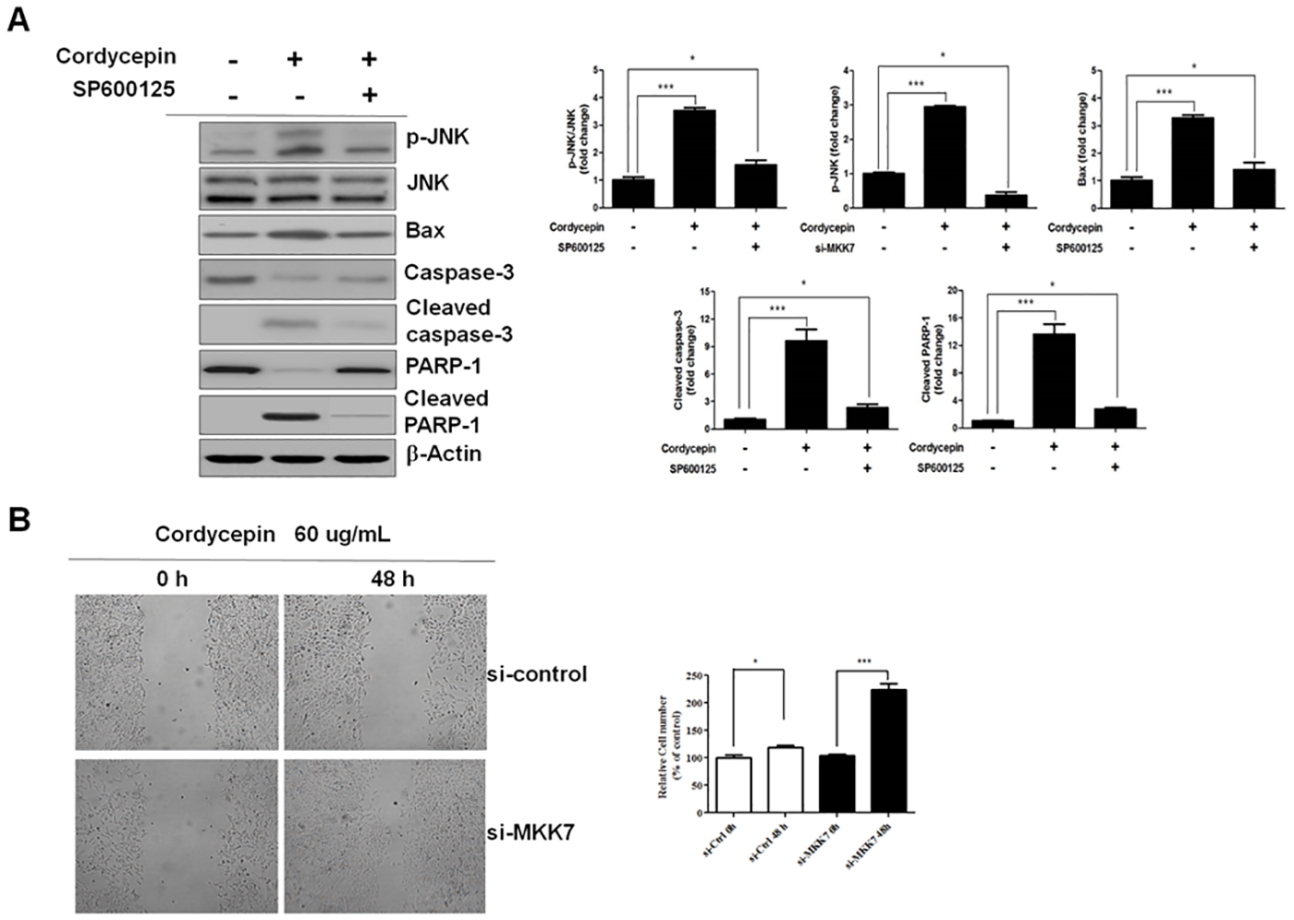
Cordycepin enhances JNK-mediated Bax activation and reduces tumor cell migration. (A) Effect of p-JNK on Bax expression in cordycepin-treated TK-10 cells. (B) Effects of treatment with cordycepin or a combination of cordycepin and MKK7 siRNA on TK-10 cell migration. Migrating cells were photographed under an inverted microscope (magnification 100×). The migration data are presented as the mean ± SD of three independent experiments performed in triplicate. *p < 0.05 and ***p < 0.001, vs. the control (0 h).

The biological relevance of the regulation of MKK7 was evaluated by testing its effect on directed migration of TK-10 cells by a wound-healing assay. While TK-10 migration was significantly suppressed by cordycepin (*p* < 0.05), MKK7 silencing significantly recovered the migration (Fig 6B).

### Upregulation of MKK7 and p-JNK correlates with decreased survival in renal cancer cells

Since cordycepin upregulated MKK7 expression and JNK phosphorylation *in vitro*, we examined the *in vivo* expression of MKK7, c-FLIP_L_, and p-JNK in tumor tissues by immunohistochemistry. We treated with cordycepin for 20 days when the mean tumor volume reached 0.2 cm^3^. We identified tumor volume using ultrasound equipment and the maximum volume was 0.64 cm^3^ when cordycepin was not treated and did not change significantly when weighing every two days (S1 Table). Tumors were calculated by three-dimensional ultrasonography every 2 days (S1 Table). In comparison to untreated controls, mice treated with cordycepin showed significantly suppressed tumor growth (Fig 7A) as well as upregulated MKK7 expression and JNK phosphorylation, and downregulated c-FLIP_L_ expression (Fig 7B). These results suggested that cordycepin can arrest tumor cell growth *in vivo*. Thus, cordycepin was shown to effectively inhibit tumor growth both *in vitro* and *in vivo*.

**Fig 7:**
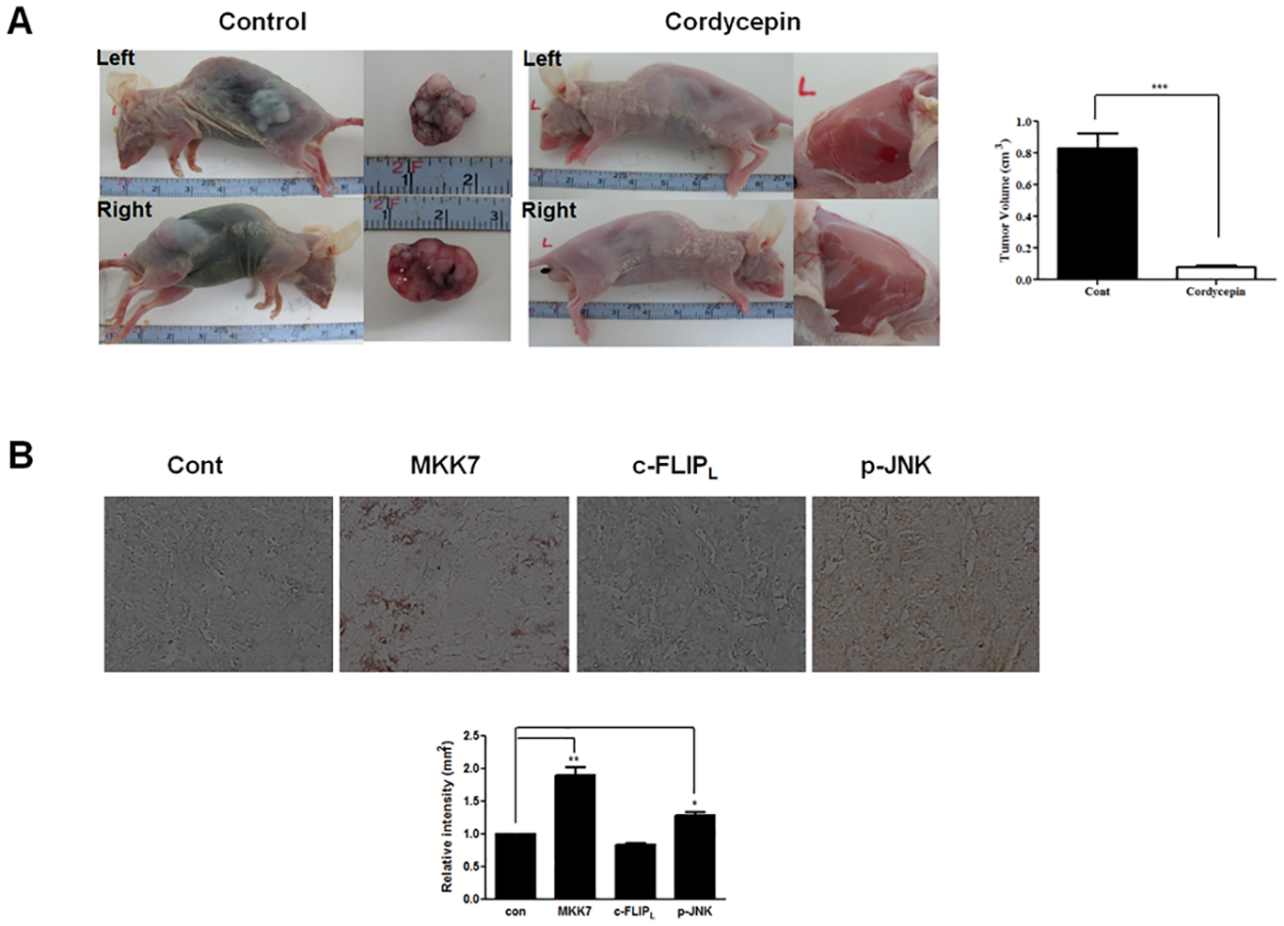
Effect of cordycepin on the expression of MKK7, c-FLIP_L_, and p-JNK in renal tumor tissues. (A) Cordycepin induces tumor growth suppression. Nude mice were injected with TK-10 cells and then treated with either PBS or 20 mg/kg cordycepin once daily for 20 days. Representative dissected tumors are shown on the right. (B) Immunohistochemical analysis of tumor tissues. Data are the mean ± SD of three independent experiments performed in triplicate. *p < 0.05, ** *p* < 0.01.

## Discussion

Cordycepin has been reported to exert antitumor, antiviral, anti-oxidant, and anti-inflammatory activities [24,25,26,27]. Several recent reports suggested that cordycepin exerts its anticancer and antimetastatic effects by inhibiting the expression of some inflammatory genes [28] and some molecules critically involved in tumor growth and metastasis [29,30], by suppressing NF-κB. In the present study, we showed that the treatment of human renal cancer cells with cordycepin inhibited TNF-α-mediated NF-κB/GADD45B signaling, which upregulated the MKK7-JNK signaling pathway activation through inhibition of c-FLIP_L_ expression. First, we found that cordycepin inhibited TNF-α-induced NF-κB/GADD45B signaling, which activated the MKK7-JNK signaling. Second, cordycepin inhibited NF-κB-mediated c-FLIP_L_ activation. Third, knockdown of c-FLIP_L_ prevents TNF-α-induced JNK inactivation. Finally, cordycepin activates MKK7-JNK signaling through inhibition of c-FLIP_L_ expression and, consequently, induces apoptosis.

Aberrant upregulation and activation of pro-inflammatory cytokines and chemokines, including TNF-α, IL-1β, IL-6, IL-8, CCL5, and CXCL8, has been correlated with the progression of chronic inflammatory diseases, such as tumor, sepsis, rheumatoid arthritis, psoriasis, and cytotoxicity [31,32,33]. Further, NO regulates NF-κB activation and facilitates its translocation into the nucleus by exogenous NO donors in TNF-α-activated vascular endothelial cells [34]. Therefore, we investigated whether cordycepin inhibits the NO-mediated NF-κB signaling by estimating the NO level in TNF-α- and cordycepin-treated TK-10 cells using ELISA. The elevated NO level in TNF-α-treated TK-10 cells was downregulated by subsequent treatment with cordycepin (Fig 4A). Moreover, cordycepin downregulated IκB-α (S32) phosphorylation in TNF-α-treated TK-10 cells (Fig 4B), which resulted in cytoplasmic accumulation of NF-κB (p65) and thus, reduced nuclear p65 level. These results indicate that cordycepin inhibits NF-κB signaling in TNF-α-treated TK-10 cells and thus, can efficiently inhibit the NO-mediated IκB/NF-κB inflammatory response. NF-κB signaling promotes survival in cancers. The interaction between NF-κB-regulated GADD45B and MKK7 has been identified as a potential therapeutic target in multiple myeloma [17]. Similarly, we identified GADD45B/MKK7 signaling, which occurs downstream of NF-κB, to be a potential therapeutic target in TK-10 cells (Fig 5). Furthermore, cordycepin was shown to effectively induce MKK7-JNK-dependent apoptosis in TK-10 cells (Fig 6A). Our study revealed the precise mechanism by which cordycepin suppresses GADD45B-mediated MKK7 inhibition by downregulating NF-κB [35]. Our findings also uncovered a mechanism for the pathogenic survival activity of NF-κB in TK-10 cells. We showed that cordycepin promotes MKK7 activation via NF-κB suppression, and the inhibitory effect of GADD45B on MKK7, in cordycepin-treated TK-10 cells. Cordycepin downregulated NF-κB activation and GADD45B expression (Figs 4B and 5A) and upregulated MKK7 and p-JNK expression (Fig 5A and 5B). siRNA-mediated knockdown of GADD45B after cordycepin treatment markedly increased MKK7 expression as compared to cordycepin alone, without affecting NF-κB expression (Fig 5A). These results indicate that cordycepin mediates the upregulation of MKK7 expression by inhibiting GADD45B activation via NF-κB downregulation.

We also investigated whether MKK7 mediated an apoptotic crosstalk between the NF-κB and JNK signaling pathways by observing the effect of MKK7 on JNK in cordycepin-treated TK-10 cells. Knockdown of MKK7 inhibited p-JNK, but did not change NF-κB and GADD45B expression (Fig 5B). In previous studies, NF-κB signals induced the expression of c-FLIP [36], and downregulation of c-Flip expression upregulated caspase-dependent JNK activation and reactive oxygen species accumulation in cancer cells [37]. We found that TNF-α promoted NF-κB translocation to the nucleus, which resulted in the upregulation of c-FLIP_L_ expression, whereas PDTC inhibited NF-κB nuclear translocation, which resulted in the downregulation of c-FLIP_L_ expression (Fig 5C). These results indicate that c-FLIP_L_ expression can be regulated by TNF-α-induced NF-κB signaling. Additionally, we found that cordycepin decreased TNF-α-induced c-FLIP_L_ expression, and that knockdown of c-FLIP_L_ prevented TNF-α-induced JNK inactivation, whereas c-FLIP_L_ overexpression inhibited cordycepin-mediated JNK activation (Fig 5D). These results indicate that cordycepin upregulates MKK7-JNK signaling by inhibiting c-FLIP_L_. Generally, JNK activation is associated with apoptosis induction, whereas NF-κB activation protects against TNF-α-induced apoptosis by suppressing the JNK cascade. Therefore, we evaluated the fundamental role of NF-κB in JNK signaling regulation in cordycepin-treated TK-10 cells. The levels of p-JNK and Bax proteins were dramatically increased in cordycepin-treated TK-10 cells, while NF-κB activation was decreased. The role of JNK in cordycepin-induced apoptosis was further investigated using the JNK inhibitor, SP600125 (Fig 6A). SP600125 treatment decreased the Bax, cleaved caspase-3, and cleaved PARP-1 levels in cordycepin-treated TK-10 cells. This suggests that Bax is activated owing to JNK activation by cordycepin-induced NF-κB inhibition. Collectively, these results indicate that cordycepin mediates the apoptotic regulation of MKK7-JNK signaling by inhibition of c-FLIP_L_ expression through the downregulation of TNF-α induced NF-κB activation. This implies that cordycepin can regulate aspects of transcriptional responses. In conclusion, our systematic investigation revealed the detailed molecular mechanism underlying cordycepin-induced JNK signaling activation through inhibition of c-FLIP_L_ expression, and demonstrates the potential of cordycepin as a therapeutic agent for renal cancer treatment.

## Supporting information

S1 Table Animal health monitoring with maximum size of tumor. TK-10 cells were xenografted to the left and right thighs of nude mice and treated with cordycepin for 20 days at a mean tumor volume of 0.2 cm^3^. The volume of the tumor was determined on a 2-day interval using three-dimensional ultrasonography (Philips IU22 Ultrasound). The maximum volume for no treated with codycepin was 0.64 cm^3^ on the right. When treated with cordycepin, both side were significantly reduced to 0.001 cm^3^. There was no significant change in body weight when measured at 2-day intervals.
(DOC) Click here for additional data file.

## Abbreviations

DAVID: Database for Annotation, Visualization, and Integrated Discovery
ERK: extracellular signal-regulated kinase
FLIP: FLICE-inhibitory protein
GADD45B: growth arrest and DNA damage-inducible beta
HRP: horseradish-peroxidase
IPA: ingenuity pathway analysis
JNK: Jun N-terminal kinase
JNKK2: JNK kinase 2
L-NAME: N_ω_-nitro-l-arginine methyl ester
LPS: lipopolysaccharide
MAPK: major mitogen-activated protein kinase
MKK7: mitogen-activated protein kinase kinase 7
NO: nitric oxide
PI: propidium iodide
RNS: reactive nitrogen species
TNFα: tumor necrosis factor alpha, Tween-20 and Tris-buffered saline

# Supplementary material for: Cordycepin promotes apoptosis in renal carcinoma cells by activating the MKK7-JNK signaling pathway through inhibition of c-FLIPL expression
**Source:** PLoS One. 2017 Oct 18;12(10):e0186489. doi: 10.1371/journal.pone.0186489
**Supplement:** S1 Table — TK-10 cells were xenografted to the left and right thighs of nude mice and treated with cordycepin for 20 days at a mean tumor volume of 0.2 cm3. The volume of the tumor was determined on a 2-day interval using three-dimensional ultrasonography (Philips IU22 Ultrasound). The maximum volume for no treated with codycepin was 0.64 cm3 on the right. When treated with cordycepin, both side were significantly reduced to 0.001 cm3. There was no significant change in body weight when measured at 2-day intervals.

**S1 Table. Animal health monitoring with maximum size of tumor.**

|  | **No Treat** | | | **Cordycepin** | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Day** | **Left**  **(cm3)** | **Right**  **(cm3)** | **Weight**  **(g)** | **Left**  **(cm3)** | **Right**  **(cm3)** | **Weight**  **(g)** |
| 0 | 0.222 | 0.299 | 21.1 | 0.230 | 0.226 | 21.2 |
| 2 | 0.253 | 0.329 | 21.4 | 0.156 | 0.188 | 21.5 |
| 4 | 0.281 | 0.361 | 21.6 | 0.135 | 0.156 | 21.8 |
| 6 | 0.311 | 0.398 | 21.6 | 0.129 | 0.123 | 21.7 |
| 8 | 0.340 | 0.433 | 21.3 | 0.117 | 0.084 | 21.7 |
| 10 | 0.371 | 0.465 | 21.3 | 0.099 | 0.055 | 21.9 |
| 12 | 0.401 | 0.496 | 21.1 | 0.051 | 0.037 | 22.1 |
| 14 | 0.428 | 0.533 | 20.8 | 0.028 | 0.017 | 22.6 |
| 16 | 0.457 | 0.564 | 20.9 | 0.009 | 0.008 | 22.9 |
| 18 | 0.489 | 0.599 | 20.6 | 0.002 | 0.004 | 22.9 |
| 20 | 0.517 | 0.644 | 20.7 | 0.001 | 0.001 | 23.1 |

How the deposited data were processed for this re-analysis (not part of the article)

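Gene expression was measured on 3 single-colour Agilent arrays of TK-10 cells, 1 each of vehicle-treated, cordycepin-treated and sunitinib-treated cells, after 48 h. The sample labels name cordyceps at 750 μg/ml where the paper names cordycepin at 60 μg/ml. The arrays were mapped by the paper's description, and both values are kept. Each comparison was of 1 array over the vehicle array. No replicate array was used, so no test across arrays, no p-value and no replicate SD is given. The number of arrays limits the precision of every ratio.

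For each array, the authors deposited the output of Feature Extraction 11.5.1.1, in which the unit is intensity on a linear scale. The processed signal is the intensity after background subtraction and spatial detrending, with small positive values in place of those near zero, and its error is Feature Extraction's own estimate for each spot. The median intensity of the spot and of its local background were deposited beside it. The header names genome build hg19. The authors also deposited a table of processed values for all probes. On each array, 99.87% to 99.92% of these values equalled the mean processed intensity of the probe's spots to within 0.01%, and the table is neither on a log scale nor scaled between arrays. The paper's methods describe another array, a red over green ratio and significance analysis of microarrays. These do not apply to single-colour arrays without replicates, and only the 2-fold limit was taken from them.

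From the authors' processed intensity, control spots and spots marked as outliers by the software were left out, the spots of a probe were averaged, and log2 of the signal less the array's 75th percentile over all probes was computed. Fewer than 50% of the probes were well above background on each array, and the percentile over detected probes was tried as an alternative. Probes were named by their accession, without its version, through a RefSeq table of GRCh38.p14, which was used for names only. Of 25277 probes with an NM accession, 24751 were named. Probes without a match were left out of counts of genes. The brightest probe of a gene was used, and log2 ratios of all probes are given where they differ in direction among the genes named. A change was counted when it exceeded 2-fold and the probe was well above background on at least 1 of the 2 arrays. Where the dimmer side was not, the ratio is a bound against the lowest signal among detected probes, or the probe's own signal if that was higher. No ratio is given where this bound is not above 1 or where neither array was well above background. Genes of the former kind count as compared, with a log2 ratio of 0 in the medians of lists.

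The genes named are those in Fig 2C and Fig 2D, the genes of the proteins the paper measures and of the cytokines in its discussion, the 5 highest and 5 lowest genes of each comparison that were well above background on both arrays, and the most changed members of the gene lists. The genes highest with the streak left out were added after the values were seen. The 16 gene lists were written by hand: core apoptosis, NF-κB targets, ATF4 and CHOP targets, p53 targets, endoplasmic reticulum chaperones, cell cycle, cytokines and chemokines, interferon response, protein glycosylation, inorganic anion transport, cholesterol synthesis, MAPK immediate early genes, hypoxia, metallothioneins, replication-dependent histones and lysosome. The highest and lowest member of a list are taken over genes well above background on both arrays. A list's median log2 ratio was compared with 10000 random lists of the same size drawn from 20 bins of mean signal. The lists, the rule for named genes, the main settings and 11 alternatives for the counts were fixed before the data were examined, and 2 alternatives were added afterwards, with 1 more for the expressed genes. The alternatives changed the scaling (median, quantile, or the unscaled series matrix), the background correction, the filter on dim probes, the treatment of several probes, outlier spots and the error limit. The planned normexp correction used an offset of 50 and the median spot signal, since the files hold no mean signal column.

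The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1. They were tested on simulated arrays made for the comparison of cordycepin over vehicle, with 15430 genes of which 200 were changed by known folds. All 200 changes were called and 6 unchanged genes were called. The median signed difference of a log2 ratio from its set value was 0.009 in size, which measures bias and not spread. The changes were all set larger than 2-fold, in genes well above background on the vehicle array. Recovery of changes near the limit or in dim genes was therefore not tested. Of 50 unchanged gene lists, 1 lay outside the central 95% of random lists. Bright areas were searched with a median over 7 by 7 spots of the log2 signal relative to the brighter of the other 2 arrays, with a limit of 1.0. Genes counted as in the streak, and spots left out with it, are those in any window over the limit. The protein, reporter, cell and mouse experiments of the paper were not analysed here.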

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

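Quantile normalization and normexp were among the alternatives set before the data were examined, but their use as tests of what put the gene lists outside the range of random lists, and the test by control spots for the bright streak, were chosen only after the results had been seen.

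The paper does not describe the sunitinib array. On it, 969 of 14918 genes were more than 2-fold higher and 960 more than 2-fold lower than on the vehicle array (6.5% and 6.4%), of which 244 and 215 ratios are bounds. The floor was 18.3 against a 75th percentile of 78.2 on the sunitinib array and 18.2 against 165 on the vehicle array. A gene detected only on the sunitinib array, with its vehicle signal raised to the floor, was thus past 2-fold higher by construction. Without bounds, 725 higher and 745 lower genes remained. The 1470 changed genes that were well above background on both arrays all passed the 95% limit of the combined technical error. With that limit required of bounds too, 884 higher and 900 lower genes remained. Simulated unchanged arrays gave 2 to 12 genes, but they were copies of the vehicle array, which was brighter than the sunitinib array. The reported error within an array therefore does not account for most of the counts, and the simulation does not cover the dimmer array. The highest measured log2 ratios were those of PTGFR (4.96), DSTNP2 (17.1-fold higher), IFITM1 (3.81), SMOC1 (3.46) and GPX3 (3.45), and the lowest those of H3C15 (−5.34), CSF2 (−5.30), NDC80 (−4.76), CCL3 (−4.63) and DEFB4A (−4.31). The vehicle signal of PTGFR (22.4) was close to the lowest called well above background on that array (18.2). The lowest log2 ratio of PTGFR under the alternatives was 2.47, and that of IFITM1 was 2.73. The balance of higher and lower genes depended on the scaling, with 530 higher and 1908 lower genes when the arrays were scaled to the median. An effect of sunitinib, a difference between cultures or RNA preparations, and a wrong label were not tested, since each condition has 1 array.

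Of the 16 gene lists, 13 had a median log2 ratio on the sunitinib array outside the central 95% of random lists matched on signal. The medians were lower for cell cycle genes (−2.14, with 31 of 40 genes more than 2-fold lower and 16 bounds), cytokines and chemokines (−1.35, 20 of 28), endoplasmic reticulum chaperones (−0.97, 8 of 18), NF-κB targets (−0.71, 16 of 35), replication-dependent histones (−0.67, 13 of 49), ATF4 and CHOP targets (−0.63, 12 of 34), hypoxia (−0.35, 7 of 23), MAPK immediate early genes (−0.32, 6 of 25) and protein glycosylation (−0.22, 5 of 66). They were higher for the interferon response (1.13, with 19 of 29 genes more than 2-fold higher), cholesterol synthesis (0.87, 10 of 24), p53 targets (0.43, 4 of 31) and lysosome (0.30, 6 of 37). All are relative to the other genes of the array: with the unscaled series matrix values, where the median of all genes is −1.05, the medians of p53 targets, cholesterol synthesis and lysosome are negative, and the lysosome list is also negative with normexp. More than 2-fold changes against the direction of the list's median were found for 3 MAPK immediate early genes. There were 2 each in hypoxia, protein glycosylation, cytokines and chemokines, and p53 targets. Cell cycle, NF-κB targets, replication-dependent histones and the interferon response had 1 each, and the remaining lists had none. The lists overlap, and 17 NF-κB targets and 14 cytokines and chemokines are in other lists too. All 13 lists stayed outside the range of random lists on the same side with quantile normalization, and 12 of them also with normexp. For these 12, normexp argues against background correction as the whole cause. Scaling that depends on signal would move a list and its random lists, matched on signal, much alike. Quantile normalization therefore adds little on that question. The remaining list, MAPK immediate early genes, stayed outside with quantile normalization (percentile 0.2) but not with normexp (percentile 18.6), so for this list the background correction remains open. A difference between cultures, RNA quality, a wrong label and an effect of sunitinib remain open and were not tested.

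On the cordycepin array, 6 gene lists outside those the paper discusses had medians outside the central 95% of random lists. Cell cycle genes had a median log2 ratio of 0.54 (39 genes, of which 4 were more than 2-fold higher and none lower, UBE2C highest at 1.55 and CCNE2 lowest at −0.59). MAPK immediate early genes had a median of 0.44 (25 genes, 3 more than 2-fold higher, KLF4 highest at 1.77 and ETV4 lowest at −0.38), replication-dependent histones 0.31 (49 genes, none beyond 2-fold), ATF4 and CHOP targets 0.21 (34 genes, 2 more than 2-fold lower, percentile 99.1) and p53 targets 0.20 (31 genes, 1 more than 2-fold higher, percentile 98.7). Fig 2C holds 4 of the ATF4 and CHOP targets and 2 of the p53 targets. The medians of the ATF4 and CHOP targets and of the p53 targets are −0.04 and −0.05 with the unscaled series matrix values, where the median of all genes is −0.24. Most of these shifts are smaller than 2-fold, and they describe 1 pair of arrays. Of the 6 lists, these 5 stayed outside the range on the same side with quantile normalization and with normexp. The latter argues against background correction as their whole cause. Quantile normalization adds little on signal-dependent scaling, since the random lists were already matched on signal. Cholesterol synthesis had a median of −0.15 (24 genes, 1 more than 2-fold lower, percentile 2.2). With the arrays scaled to the median it was 0.07, or −0.11 less the shift of all genes (percentile 7.8). The list came inside the range with every alternative run for the lists. These included quantile normalization (percentile 3.2), normexp (percentile 6.5) and the streak left out (percentile 2.5). As the list lay close to the limit, these tests cannot tell whether scaling or background correction put it outside. With 16 lists on each of 2 arrays, a list near the limit can fall outside by chance. A difference between cultures and an effect of the treatment were not tested.

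At the center of the bright streak of the cordycepin array, 3 of 3 negative control spots were well above background, against 3 of 305 outside it. Their median processed signal was 4028 (61.6 to 17233), against 7.15 outside the streak, and 4.83 and 4.71 for the same spots on the vehicle and sunitinib arrays. Control spots match no human transcript, so this value is consistent with extra fluorescence on the array surface as the source of the large ratios there. The streak with its margin holds 187 of the genes compared (1.26%) and 88 of the 438 genes more than 2-fold higher. No streak was found on the sunitinib array (highest local median 0.93), and 1 spot on the vehicle array passed the limit (1.03). A biological explanation for a streak of spots was not tested.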

How the results depend on the processing

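Counts, named genes and gene lists were each recomputed under the alternatives set for that kind of result, and not every alternative was run for the named genes, the lists and the expressed genes. Of the alternatives, the percentile over probes detected on all 3 arrays, the streak left out and the positive and significant probes were chosen after seeing the data. No paired analysis was possible because there was 1 array per condition. The planned normexp correction was run on the median spot signal, since the files hold no mean signal column. No named gene more than 2-fold changed had the opposite sign under any alternative run.

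For cordycepin over vehicle, the counts of higher and lower genes (438 and 406) were 742 and 221 with each array scaled to its median, 191 and 186 with normexp, 270 and 831 with the series matrix values, 1623 and 970 with no filter and no floor, and 968 and 670 when each probe was counted. For sunitinib over vehicle (969 and 960), they were 530 and 1908 with the median, 158 and 7971 with the series matrix values, 6224 and 1485 with no filter and no floor, and 2193 and 1540 when each probe was counted, while normexp gave 331 higher genes and, within 1.5 times, 835 lower genes. Under the remaining alternatives, each count stayed within 1.5 times its main value. Scaling to the median moved the median of all genes by 0.18 on the cordycepin array and by −0.31 on the sunitinib array, and the series matrix values by −0.24 and −1.05, which by construction changes the balance of higher and lower genes. Higher genes made up 51.9% of the changed genes on the cordycepin array and 50.2% on the sunitinib array, 77.1% and 21.7% with the median, and 24.5% and 1.9% with the series matrix values. With normexp the share was 50.7% and 28.4%; the cause was not tested. With each probe counted, more items were counted by construction.

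The genes called also changed. Quantile normalization shared 408 of the 438 higher and 366 of the 406 lower cordycepin genes, normexp 190 and 176, and the streak left out 352 and 362. Normexp adds an offset that shrinks the ratios of dim probes.

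For genes changed in the same direction on both treated arrays (67 higher and 173 lower), normexp gave 12 and 88, the series matrix values 10 and 629, no filter and no floor 1202 and 375, and each probe counted 130 and 274. Requiring a signal well above background on both arrays, or on the treated array, gave 103 lower genes in each case, as fewer genes enter. Counting probes in place of genes gave 26496 expressed on the vehicle array, 21987 on the cordycepin array and 22277 on the sunitinib array. Probes with a positive and significant signal, an alternative chosen after seeing the data, numbered 37410, 31175 and 34667, respectively.

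List medians were taken relative to the shift of all genes. On the cordycepin array, each list stayed within the spread of random lists from its main median, although 2 lists inside the central 95% of random lists fell below it. Cytokines and chemokines did so with the median scaling (percentile 0.5), quantile normalization (1.1) and the mean of each gene's probes (0.8), and lysosome with the median scaling (0.3), a signal well above background on both arrays (2.4) and the mean of the probes (2.0). On the sunitinib array, normexp changed the medians of p53 targets to 0.22, cell cycle to −1.13, interferon response to 0.82, cholesterol synthesis to 0.56, MAPK immediate early genes to −0.07, metallothioneins to 0.11 and lysosome to 0.05. Quantile normalization changed metallothioneins to 0.05, and requiring a signal well above background on both arrays changed cytokines and chemokines to −1.65. The cause was not tested. Over both arrays, 199 of 208 alternative list medians and 533 of 816 alternative log2 ratios of named genes stayed within the spread of random lists or the gene's technical error, respectively, and 283 ratios moved by more.

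Signal over background sets a further limit. The lowest signal called well above background was 30.2 on the cordycepin array and 18.2 on the vehicle array, and below it only a bound or no ratio can be given.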

Differences from the paper's values

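The paper's text gives 28858 expressed genes in cordycepin-treated cells, and 13158 genes were well above background on the cordycepin array. Of the alternatives set before the data were examined, the count of probes in place of genes, 21987, falls within 1.5 times of the paper's value, and the positive and significant signal (16031) and the signal over 64 (11931) do not. Both changes together, probes with a positive and significant signal, give 31175, which also falls within 1.5 times and was chosen after seeing the values. For upregulated genes, the paper's value is 1461 and the count here is 438. Only the alternative with no filter and no floor (1623) falls within 1.5 times, and the other 10 do not. For downregulated genes, the paper's value is 942 and the count here is 406. The series matrix values (831), no filter and no floor (970) and each probe counted (670) fall within 1.5 times, and the other 8 do not. The higher genes in the Venn diagram add up to about 370 in Fig 2B, read by eye, which is within 1.5 times of 438 here. The lower genes add up to about 230 in Fig 2B, read by eye, against 406. Scaling to the median (221), normexp (186), and a signal well above background on both arrays (307) or on the treated array (307) fall within 1.5 times, and the other 7 do not.

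For 19 of the 22 genes of Fig 2C with a value to compare, the ratio differed by more than 1.5 times from the one printed for cordycepin. For genes printed above 1, the paper's ratio is about 8.1 in Fig 2C, read by eye, for CHAC1, against 0.469 here; about 4.6 in Fig 2C for IL1A, against 1.87; about 2.4 in Fig 2C for NUPR1, against 0.771; about 2.7 in Fig 2C for TNFAIP3, against 0.794; about 2.6 in Fig 2C for TLR2, against 0.983; and about 3.3 in Fig 2C for XDH, against 0.833, which is a bound. It is about 3.3 in Fig 2C for IL6, against 0.638; about 2.4 in Fig 2C for IFI6, against 0.862; about 4.1 in Fig 2C for TNFRSF9, against 0.513; about 2.4 in Fig 2C for HRK, against 5.14; about 6.9 in Fig 2C for UNC5B, against 2.09; and about 2.5 in Fig 2C for DDIT3, against 1.21. It is about 3.0 in Fig 2C for CDKN1A, against 1.89; about 5.0 in Fig 2C for ICAM1, against 1.07; about 4.1 in Fig 2C for BCL2A1, against 1.07; about 11 in Fig 2C for NGFR, against 19.3; about 2.8 in Fig 2C for FEM1B, against 1.24; and about 1.7 in Fig 2C for CFLAR, against 0.985. For TXNIP it is about 0.25 in Fig 2C, against 1.33. With the direction turned round or another pair of arrays, at most 7 of 28 ratios lay within 25% of the printed ones, and the cordycepin array over the sunitinib array, tried after seeing the values, lay on the printed side of 1 for 22 of 28 genes, against 16 over the vehicle array. Among the alternatives set before the data were examined, scaling to the median brings CDKN1A (2.21) and CFLAR (1.15) within 1.5 times, normexp HRK (2.05) and the series matrix values NGFR (16.2). For the other 15 genes, no alternative does, and quantile normalization, the mean of the probes, the outlier spots kept and the probe of the accession in Fig 2C bring none of the 19 within 1.5 times. With the main settings, GDF15, LCN2 and PPP1R15A lay within 1.5 times. LCN2 left that range with scaling to the median (4.03, against about 2.5 printed). PPP1R15A left it with the series matrix values (1.47, against about 2.3 printed).

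Fig 2C shows 23 genes higher and 5 lower after cordycepin. Of the 23, 12 were higher here, of which 5 by more than 2-fold, 9 were lower, of which CHAC1 by more than 2-fold, and 2 were well above background on neither array. Of the 5, TXNIP was higher, FAIM2 was too dim for a ratio, and 3 were well above background on neither array. Scaling to the median also puts IL1A, PPP1R15A and CDKN1A more than 2-fold higher, and IFI6, TLR2 and CFLAR then lie above 1. Of the 12 higher genes, ICAM1 lies below 1 with quantile normalization (0.971), normexp (0.99) and the series matrix values (0.894), and BCL2A1 with the series matrix values (0.895). With no filter and no floor, DHRS2 and APOH are more than 2-fold higher, the former in the paper's direction. In the same setting, S100A9 (log2 ratio 1.00) and VIL1 (0.95) are higher, but neither is counted as more than 2-fold. FAIM2 and VAV3 are then lower by less than 2-fold, and XDH, which Fig 2C shows as higher, is more than 2-fold lower. With the series matrix values, TNFRSF9, shown as higher, is also more than 2-fold lower. Fig 2D colors 9 genes as upregulated. Of the 8 with a value here, 4 were higher and 4 lower, counting differences smaller than technical error. TXNIP, colored as downregulated, was higher.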

Other observations

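In this part, the tests for exchanged labels, for the probes behind the percentile and for the streak were chosen only after the results had been seen.

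Fig 2C gives the control cells a ratio of their own, which arrays set against the vehicle array cannot have. The hypothesis that this column is the sunitinib array over the vehicle array was tested by counting genes within 25% of the printed value. It held for 2 of 28 genes, and 9 lay on the printed side of 1, which argues against that ratio as calculated here. The test cannot exclude the sunitinib array under another calculation, since the labelled pair also matched its own column for few genes. For the cordycepin column, 5 of 28 genes lay within 25% of the ratio of the cordycepin array over the vehicle array. This is consistent with Fig 2C coming from other arrays or another calculation than the ratio used here, and the labels' other agent and dose remain open as an explanation. Over all 6 ordered pairs of the 3 arrays, scaled or not, at most 7 of 28 genes lay within 25% of the printed cordycepin ratio, reached by the vehicle array over the sunitinib array, unscaled. By direction, dim genes included, other pairs came closer than the labelled one. The cordycepin array over the sunitinib array lay on the printed side of 1 for 22 of 28 genes (23 unscaled), and the vehicle array over the sunitinib array for 19 (21 unscaled), against 16 (14 unscaled) for the cordycepin array over the vehicle array. The median absolute log2 differences from the printed ratios, scaled, were 1.16, 1.15 and 1.35. An exchange of labels cannot be told apart from another calculation, since no pair gives the printed values and how they were calculated is not known.

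The log2 ratios of the cordycepin and sunitinib arrays over the vehicle array had a Pearson r of 0.11 across 12491 genes (Spearman rho 0.10), and genes are not independent replicates. With no filter and no floor on dim probes, r was 0.42 (rho 0.54) across 22430 genes. Under the other alternatives r ranged from 0.11 to 0.16. Unchanged arrays simulated against the same vehicle array gave 0.50 (0.49 to 0.51 over 20 sets). The simulated arrays carry technical error and no changes of their own, which would lower it. The size of that lowering is not known. A value of 0.11, below the simulated one, therefore cannot show whether the shared vehicle array accounts for the correlation. Of 14695 genes compared on both, 67 were more than 2-fold higher in both, 173 more than 2-fold lower in both and 66 changed in opposite directions. With the streak left out, these were 65, 160 and 69, with r 0.12. They were 66, 136 and 146 with the arrays scaled to the median, and 12, 88 and 15 with normexp. No shared effect of the agents was tested beyond this.

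On the cordycepin array, higher genes outnumbered lower ones by 32. The difference was 521 with the median, 11 with quantile normalization, −42 with the percentile taken over probes detected on all arrays and −561 with the unscaled series matrix values. Apart from quantile normalization, these settings move all genes of an array by one factor, so they show how the difference depends on the scaling and test no source of it. Scaling, and the probes the percentile is taken over, cannot be told apart from a true surplus. With the genes of the streak left out and the percentile kept, the difference was −53. With the percentile also taken anew without the streak, which lowered it from a processed signal of 138 to 134 and so raised the other ratios, it was 25. As these differ in sign, the streak cannot be told apart from other sources of the surplus. A general rise of transcripts after the treatment was not tested.

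Among genes of the proteins that the paper measured, the log2 ratios on the cordycepin array were as follows. NFKB1 was −0.81, BAX 0.96 (combined error 0.06), and MAPK9 0.42, the last within the 95% limit of its combined error. MAP2K7, which encodes MKK7, was −0.12, GADD45B −0.12 and RELA −0.13, and these 3 turned positive with the median scaling and lay within the 95% limit of the combined error. NFKBIA was 0.13, within that limit, and negative with quantile normalization, normexp and the series matrix values. PARP1 was 0.48 by 1 probe and −0.03 by another. The 3 probes of MAPK8 gave 0.01, −0.28 and −1.32. The last is a bound, as that probe was not well above background on the cordycepin array. RELA had a second probe at 0.08. NOS2 was well above background on no array. These are RNA values, and the paper measured proteins.

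Among the cytokine genes in the paper's discussion, CXCL8 had a log2 ratio of 0.23 on the cordycepin array, within its technical error limit of 0.40. It was −0.02 with the series matrix values and, beyond that limit, 0.45 with the arrays scaled to the median. TNF was not well above background on the cordycepin array, and its log2 ratio of −0.44 also lay within technical error. On the sunitinib array, CXCL8 was −3.23, IL6 −2.79, IL1B −2.13 and NFKB1 −1.25, and CCL5, above background there only, was at least 2.86-fold higher. The CCL5 bound is past 2-fold by construction, because the floors of the sunitinib and vehicle arrays were unequal.

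The remaining gene lists lay inside the central 95% of random lists. On the cordycepin array, these were endoplasmic reticulum chaperones (median log2 ratio 0.12, percentile 76.8), hypoxia (0.07, 69.8), metallothioneins (0.15, 79.2) and lysosome (−0.01, 15.7). The lysosome list lay outside with the arrays scaled to the median (percentile 0.3), with a signal well above background required on both arrays (2.4) and with the mean of each gene's probes (2.0). On the sunitinib array, these were core apoptosis (−0.07, 26.9), inorganic anion transport (0.00, 57.7) and metallothioneins (0.41, 94.3).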
